# Human mitochondrial transcriptional factor A breaks the mitochondria-mediated vicious cycle in Alzheimer’s disease

**DOI:** 10.1038/srep37889

**Published:** 2016-11-29

**Authors:** Sugako Oka, Julio Leon, Kunihiko Sakumi, Tomomi Ide, Dongchon Kang, Frank M. LaFerla, Yusaku Nakabeppu

## Abstract

In the mitochondria-mediated vicious cycle of Alzheimer’s disease (AD), intracellular amyloid β (Aβ) induces mitochondrial dysfunction and reactive oxygen species, which further accelerate Aβ accumulation. This vicious cycle is thought to play a pivotal role in the development of AD, although the molecular mechanism remains unclear. Here, we examined the effects of human mitochondrial transcriptional factor A (hTFAM) on the pathology of a mouse model of AD (3xTg-AD), because TFAM is known to protect mitochondria from oxidative stress through maintenance of mitochondrial DNA (mtDNA). Expression of hTFAM significantly improved cognitive function, reducing accumulation of both 8-oxoguanine, an oxidized form of guanine, in mtDNA and intracellular Aβ in 3xTg-AD mice and increasing expression of transthyretin, known to inhibit Aβ aggregation. Next, we found that AD model neurons derived from human induced pluripotent stem cells carrying a mutant *PSEN1*_(P117L)_ gene, exhibited mitochondrial dysfunction, accumulation of 8-oxoguanine and single-strand breaks in mtDNA, and impaired neuritogenesis with a decreased expression of transthyretin, which is known to be downregulated by oxidative stress. Extracellular treatment with recombinant hTFAM effectively suppressed these deleterious outcomes. Moreover, the treatment increased expression of transthyretin, accompanied by reduction of intracellular Aβ. These results provide new insights into potential novel therapeutic targets.

Mitochondria are the principal mediators of cellular life and death through their ATP production, metabolic fatty acid oxidation, glucose metabolism, calcium or iron handling, and apoptosis regulation. Mitochondria, however, also generate reactive oxygen species (ROS) as byproducts of oxidative phosphorylation, and this generation increases during aging. Thus, mitochondrial DNA (mtDNA) is more susceptible than nuclear DNA to oxidative stress^1^.

Among the various types of oxidative damage, 8-oxoguanine (8-oxoG) is a major oxidation product in DNA/RNA and nucleotide pools^2^. Previously, we demonstrated that accumulation of 8-oxoG in mtDNA induces mitochondrial dysfunction, resulting in cell death^3^, and that mutant mice lacking both *Mth1* and *Ogg1* genes—the former encoding 8-oxo-dGTPase and the latter encoding 8-oxoG DNA glycosylase—accumulate 8-oxoG in neuronal mtDNA, causing neurodegeneration accompanied by mitochondrial dysfunction under oxidative conditions^4^. These results suggest that protecting mtDNA from oxidative stress is crucial for maintaining normal neuronal function.

Mitochondrial dysfunction reportedly plays a pivotal role in age-related neurodegenerative disorders, such as Alzheimer’s disease (AD)^5^,^6^. Accumulation of 8-oxoG in mtDNA and reduced mitochondrial function have been observed in the AD brain^7^,^8^. We also reported that gene expression of *NEUROD6*, a neurogenic basic helix-loop-helix transcription factor that triggers an antioxidant response and sustains mitochondrial biomass, is downregulated in the AD brain^6^. Mitochondrially transformed cells (cybrids) created from AD patients exhibit decreased complex IV activity and ROS generation^9^. The triple-transgenic mouse model of AD (3xTg-AD) shows decreased mitochondrial respiration with reduced levels of pyruvate dehydrogenase protein and activity as early as 3 months of age^10^, suggesting that mitochondrial dysfunction is important in early stages of AD.

Intracellular accumulation of amyloid β (Aβ) is thought to be the primary event in the pathogenesis of AD. Accumulation of Aβ in the cytoplasm induces mitochondrial dysfunction and ROS by interacting with the mitochondrial matrix component Aβ-binding alcohol dehydrogenase^11^. The increased ROS generation in aged mitochondria accelerates Aβ accumulation^12^. This mitochondria-mediated vicious cycle of oxidative stress and intracellular Aβ accumulation plays a pivotal role in the development of AD. However, the molecular mechanism for this vicious cycle remains unclear.

The mitochondrial transcriptional factor A (TFAM) plays an essential role in the maintenance of mitochondrial homeostasis by regulating its transcription and maintaining mtDNA^13^. TFAM binds mtDNA and forms a nucleoid-like structure, thus protecting mtDNA from DNA damage caused by ROS^13^,^14^,^15^,^16^. In late-onset AD, two TFAM polymorphisms have been reported in Caucasian and northern Han Chinese populations^17^,^18^. Moreover, our group previously reported that transgenic expression of human TFAM (hTFAM) ameliorates age-dependent memory impairment and decreases 8-oxoG accumulation in aged mice^19^, suggesting that increased expression of hTFAM may suppress mitochondrial dysfunction in a mouse model of AD, thereby ameliorating AD pathology and cognitive impairments.

In the present study, to clarify the mechanism of the mitochondria-mediated vicious cycle in AD, we examined the effects of hTFAM on the pathophysiology of 3xTg-AD mice and in a cell culture model of AD using human neurons derived from induced pluripotent stem cells (iPSCs).

## Results

### Establishment of triple-transgenic AD model mice expressing human TFAM protein

To investigate whether mitochondrial dysfunction is crucial for the development of AD, we introduced an hTFAM transgene^19^,^20^ into 3xTg-AD mice, which carry the *APP*_*Swe*_ and *MAPT*_*P301L*_ transgenes with a *Psen1*_M146V_ knock-in mutation^21^. The 3xTg-AD mice develop an age-related and progressive neuropathological phenotype, which includes Aβ plaques, neurofibrillary tangles, and synaptic dysfunction^21^, accompanied by mitochondrial dysfunction^22^. We thus established three lines of mice, non-transgenic control mice (Non-Tg), hemizygous 3xTg-AD mice without the hTFAM transgene (ADh/WT), and hemizygous 3xTg-AD mice with the hemizygous hTFAM transgene (ADh/hTFAMh). Expression of hTFAM in the brain was examined by western blot analysis (Supplementary Fig. S1a). An increase in the level of a 24-kDa polypeptide was detected in cortex extracts prepared from ADh/hTFAMh mice. Immunofluorescence microscopy revealed increased immunoreactivity for hTFAM in the ADh/hTFAMh brain, particularly in NeuN-positive neurons, compared with that in the ADh/WT brain (Supplementary Fig. S1b). In neurons, hTFAM immunoreactivity was mainly detected in cell body and some neurites (Supplementary Fig. S1b, bottom).

Mitochondrial function was determined by enzymatic staining for cytochrome c oxidase (COX). Histochemical detection of COX activity revealed that 13-month-old ADh/WT mice exhibited decreased COX activity in the cortex compared with Non-Tg mice (Fig. 1a). Electron microscopy results showed that most mitochondria detected in the cortex of Non-Tg mice were densely stained, but mitochondria in the cortex of ADh/WT mice were weakly stained (Fig. 1b, upper panels). As evident in a magnified image (Fig. 1b, lower panels, arrowheads), many degenerating mitochondria with characteristic disrupted membranes and cristae were found in the cortex of ADh/WT mice. In ADh/hTFAMh mice, we found that COX activity was largely restored and that most mitochondria were morphologically normal, indicating that hTFAM efficiently suppresses mitochondrial dysfunction in the 3xTg-AD mouse brain.

### Expression of hTFAM improves cognitive impairment in 3xTg-AD mice, and decreases intracellular Aβ accumulation in the brain

Hemizygous 3xTg-AD (ADh/WT) mice start to exhibit a decline in memory retention in the Morris water maze (MWM) as early as 6 months of age^23^. As shown in Fig. 1c, we first performed the probe test in the MWM (d2 protocol) using 11–12-month-old Non-Tg and ADh/WT mice, and confirmed that ADh/WT mice indeed exhibited significant decline in memory retention 24 h after the last training session compared with Non-Tg mice. The performance of ADh/hTFAMh and Non-Tg mice were similar in both their latency to cross the platform location (Fig. 1c) and number of crossings (Fig. 1d) indicating that hTFAM suppresses the decline of memory retention in 3xTg-AD mice. No significant differences were detected among any of the genotypes in swim speed and total swimming distance, indicating equal swimming ability (Supplementary Fig. S2). We next compared the performance of ADh/WT and ADh/hTFAMh mice in the 5-day training session (d5 protocol; Fig. 1e). ADh/WT mice exhibited poor memory retention, whereas ADh/hTFAMh mice performed significantly better. Based on these results, we conclude that hTFAM expression ameliorates the cognitive impairment seen in 3xTg-AD mice.

Immunofluorescence microscopy of Aβ using anti-Aβ (82E1), which recognizes the N-terminus of the Aβ-peptide, revealed that ADh/WT mice mainly accumulated intracellular Aβ in the cortex and hippocampus (Fig. 2a,b). The Aβ immunofluorescence intensity was measured as shown in Supplementary Fig. S3 and is presented as an Aβ index. The Aβ index was significantly decreased in the cortex and hippocampus of ADh/hTFAMh mice (Fig. 2c), indicating that hTFAM expression decreases intracellular Aβ accumulation in the 3xTg-AD mouse brain.

### hTFAM suppresses 8-oxoG accumulation in mtDNA

Because mitochondrial dysfunction increases ROS production, we next immunohistochemically examined the accumulation of 8-oxoG in mtDNA, as a marker of oxidation in mtDNA. Brain slices were pretreated with RNase, to avoid detecting 8-oxoG in RNA, and then reacted with anti-8-oxo-dG. Under this condition, cytoplasmic 8-oxoG immunoreactivity represents 8-oxoG accumulation in mtDNA^24^. As shown in Fig. 3a and Supplementary Fig. S4, the ADh/WT brain exhibited strong 8-oxoG immunoreactivity in both the cortex and hippocampus. The 8-oxoG immunoreactivity mainly co-localized with mouse TFAM (Supplementary Fig. S5a), which may reflect a higher binding affinity of TFAM to C:8-oxoG than to C:G^25^, and was abolished by pretreatment with MutM, which excises 8-oxoG opposite cytosine in DNA^24^ (Supplementary Fig. S5b). These results demonstrate that 8-oxoG accumulates in mtDNA in the ADh/WT brain. In ADh/hTFAMh mice, 8-oxoG immunoreactivity was low, and quantitative measurement revealed that levels of 8-oxoG in the mtDNA of ADh/hTFAMh brains were significantly reduced compared with those in ADh/WT brains to 33% in the cortex and 29% in the hippocampus (Fig. 3b).

### Microarray analysis reveals altered gene expression in the hippocampus of ADh/hTFAMh mice

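Total RNA from the hippocampi of 3 ADh/WT mice and 3 ADh/hTFAMh mice was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 1 array per mouse. ADh/WT mice are hemizygous for the mutant APP and MAPT transgenes and for the Psen1 knock-in mutation, and ADh/hTFAMh mice carry the hemizygous hTFAM transgene besides. All of them were male. The sample labels give an age of 13 months and the paper 13 to 14 months. The mouse Tfam gene, the homologue of the transgene, had a gene-level estimate (log2) of 7.64, 7.33 and 7.25 in the ADh/WT mice and of 7.52, 7.21 and 7.30 in the ADh/hTFAMh mice. Its log2 difference was -0.06 (standard error 0.13, adjusted p = 0.924 from limma). Whether its probes bind the human transcript is not known, so this value does not check the transgene.
The deposited values are the authors' gene-level estimates on the log2 scale for 35556 transcript clusters, where a transcript cluster is the group of probes that the array assigns to a transcribed locus. The methods name Transcriptome Analysis Console 3.0 for this step and the submitters' processing notes name Affymetrix Expression Console. The summarization algorithm, the annotation release and the genome build are not given in the sources used here. Array medians lay between 7.27 and 7.32, so the arrays had been brought to one scale before deposit. In the platform annotation 21789 clusters had 1 gene symbol, 1621 had several and 12146 had none. Only a cluster with 1 symbol is named by it, apart from names that Supplementary Tables S1 and S2 pair with a cluster.
All clusters were tested with limma (lmFit and eBayes, two-sided) with Benjamini-Hochberg adjustment, and gene lists with its camera test. The number of arrays limits the precision. An exact permutation test of 3 mice against 3 cannot give a p below 0.1.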

To delineate the mechanism underlying the amelioration of AD pathophysiology by hTFAM, we next performed gene expression profiling using microarray analysis. 

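Markers of oligodendrocytes, microglia and hippocampal pyramidal cells were lower as groups in ADh/hTFAMh than in ADh/WT hippocampus by camera with a preset correlation of 0.01, at adjusted p = 0.00111, 0.0164 and 0.00968. None of these 3 lists passed with an estimated correlation, at adjusted p = 0.612, 0.612 and 0.406, or by fry. Of 14 measured oligodendrocyte markers, 13 were lower, 2 of them at an unadjusted p under 0.05 from limma. Among the 13 were Mobp and Mog, which encode myelin proteins, at log2 differences of -0.31 (standard error 0.11) and -0.21 (standard error 0.09). Of 17 microglia markers, 15 were lower, 2 at that threshold, with C1qb, a subunit of the complement factor C1q, at -0.30 (standard error 0.09) and the purinergic receptor gene P2ry12 at -0.16 (standard error 0.06). Of 13 markers of pyramidal cells, 10 were lower, 3 at that threshold, with Fibcd1 at -0.26 (standard error 0.09) and Mas1 at -0.18 (standard error 0.06). When adjusted over the list alone, 0 markers of these lists passed. The genes named here are among those with the smallest p in their lists. The median log2 differences of the lists were smaller, at -0.097 for oligodendrocytes, -0.045 for microglia and -0.152 for pyramidal cells. Of all 35556 clusters, 3101 had an unadjusted p under 0.05 from limma.
In the same arrays, 7 lists were higher by camera and 0 of them with an estimated correlation, where the smallest adjusted p = 0.406. They were markers of choroid plexus, meninges, endothelium and neocortex, immediate early genes, and genes of the interferon response and of antioxidant defence. The microglia call was lost without ADh/WT mouse 3 or without ADh/hTFAMh mouse 3, and the oligodendrocyte call without ADh/WT mouse 2. Among the higher lists, the calls of neocortex, antioxidant defence and the interferon response were also lost in some fits that left out 1 mouse.
Of 73 measured nuclear genes of the respiratory chain, 1 was higher and 1 was lower at that threshold, with a median log2 difference of -0.015 (adjusted p = 0.588 from camera). They were Ndufb11 at 0.15 (standard error 0.06) and Ndufa12 at -0.35 (standard error 0.09), both encoding subunits of complex I. Of 17 mitochondrially encoded transcripts only 2 were measured, and that list was not tested. Of 19 genes of mitochondrial DNA transcription and maintenance, 0 were higher and 0 lower at an unadjusted p under 0.05 from limma. Their median log2 difference was 0.013 (adjusted p = 0.99 from camera). Of 14 genes of 8-oxoguanine and base excision repair, also 0 and 0 differed at that threshold, with a median of -0.015 (adjusted p = 0.814). Of 15 genes of APP processing none differed at this threshold either, with a median of 0.016 (adjusted p = 0.29). Among 16 genes of amyloid binding and clearance, 1 was higher and 1 lower, Ttr and Lpl, both of which the study itself lists (adjusted p = 0.67).
Over all clusters, 3101 had an unadjusted p under 0.05 from limma, 1446 of them higher and 1655 lower in ADh/hTFAMh. With arrays centred on their medians, 1175 were higher and 1993 lower. None passed an adjusted p under 0.05, and the smallest adjusted p was 0.333. The methods' test, run as an unpaired comparison of equal variances, gave 2982 and 0. The groups did not overlap in 5364 clusters, 15.1% of all, where chance gives 10%.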

A total of 2,565 transcript clusters were identified as significantly different between ADh/hTFAMh and ADh/WT hippocampus. Among them, 166 transcript clusters exhibited 1.6-fold or more difference between the two samples (p < 0.05), and these were further subjected to hierarchical partitioning and clustering (Fig. 4a), revealing that hTFAM expression significantly altered the gene expression profile in 3xTg-AD-h hippocampus. 

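The clusters with a difference of 1.6-fold or more and an unadjusted p under 0.05 from limma numbered 375, of which 161 were higher and 214 lower in ADh/hTFAMh. Among the 10 largest differences higher in ADh/hTFAMh with 1 gene symbol and no overlap between groups, 5 belonged to genes that the study does not list. They were Slc4a5 (log2 difference 1.93, standard error 0.57), which encodes a bicarbonate transporter, the folate receptor gene Folr1 (1.86, standard error 0.60), Sostdc1 (1.85, standard error 0.66), which encodes a secreted BMP antagonist, the coagulation factor gene F5 (1.70, standard error 0.56) and the tight junction gene Cldn2 (1.54, standard error 0.50). All 5 were in the list of choroid plexus epithelium markers. They depend on single mice, with log2 differences from 1.40 to 2.60 for Slc4a5, 1.28 to 2.51 for Folr1, 1.17 to 2.59 for Sostdc1, 1.12 to 2.33 for F5 and 1.06 to 2.09 for Cldn2 when 1 mouse was left out. Each was lowest without ADh/hTFAMh mouse 3 and highest without ADh/hTFAMh mouse 2. Adjusted p-values from limma for them lay between 0.447 and 0.52.
Among the 10 largest differences in the lower direction were A530032D15Rik (-0.89, standard error 0.18), the small RNA genes Snord49b (-0.74, standard error 0.24) and Rny1 (-0.70, standard error 0.24), and Ocel1 (-0.68, standard error 0.09). A second cluster of A530032D15Rik had a difference of -0.006.
No gene symbol was given for 208 of the 375 clusters. Among clusters with 1 symbol, 65 were higher and 22 lower at both limits. Among clusters with 10 or more symbols, which belong to gene families with near-identical copies, 0 were higher and 37 lower. With the methods' test the count at both limits was 244, and with clusters of 1 symbol alone it was 96.

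**Figure D1:**
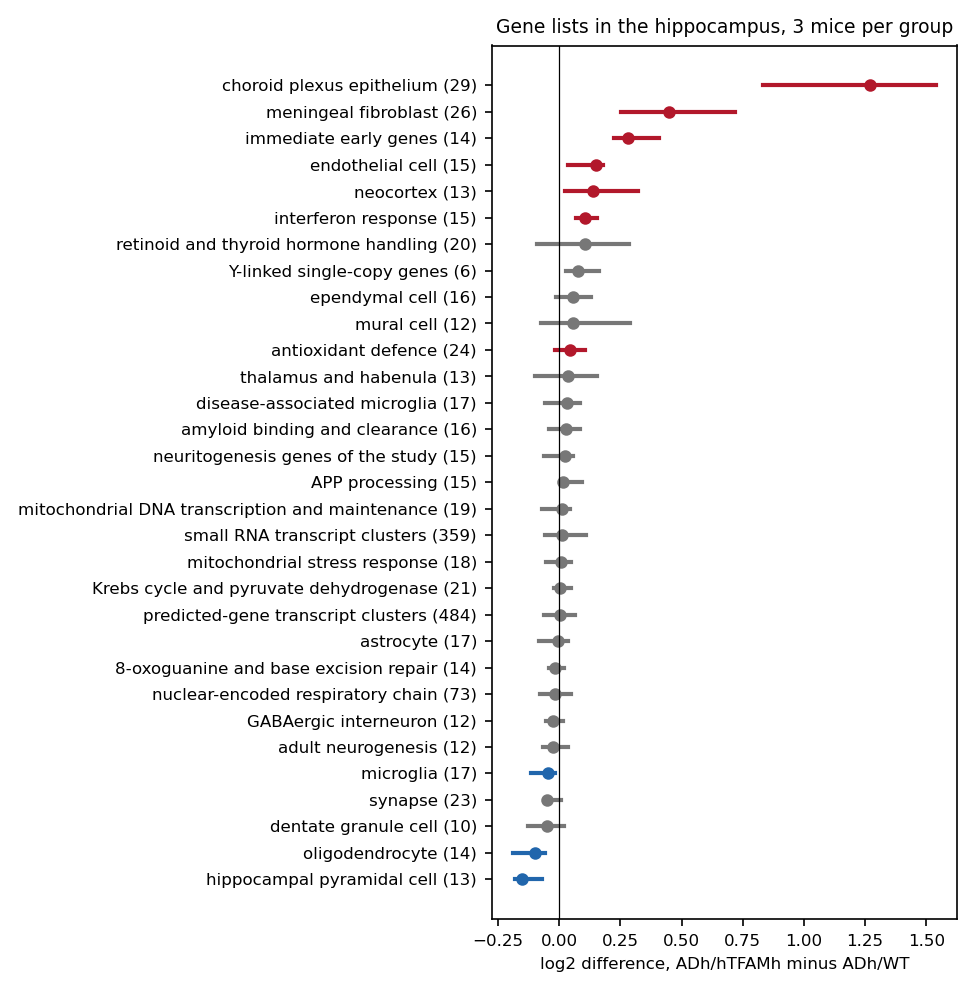
Log2 difference between ADh/hTFAMh and ADh/WT hippocampus (horizontal axis) for the 31 gene lists tested, with the number of measured genes in brackets. Points are medians and lines are quartiles over the genes of a list, from group means of 3 mice. Red and blue mark lists higher or lower at an adjusted p under 0.05 from camera with the preset correlation, none of which passed with an estimated correlation. The choroid plexus list has the largest median, 1.27, which lay between 0.784 and 1.805 when 1 mouse was left out.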

We found that hTFAM expression upregulated 22 annotated clusters (average raw expression level [log_2_] >6.6 in ADh/hTFAMh) and downregulated 20 annotated clusters (average raw expression level [log_2_] >6.6 in ADh/WT) (Supplementary Tables S1 and S2). 

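The copies of Supplementary Tables S1 and S2 used here hold 20 and 26 clusters, where the paper gives 22 and 20. All 20 clusters of Table S1 were higher in ADh/hTFAMh, by 1.54-fold to 12.7-fold, and all 26 of Table S2 were lower in ADh/hTFAMh, with ADh/WT levels 1.53-fold to 3.40-fold above them. In each of these clusters the 2 groups of 3 mice did not overlap. Since the study chose them on these samples, this is not independent evidence of their direction. Kcnj13, which encodes a potassium channel, had the largest difference, with a level (log2) of 10.8 ± 1.45 (SD, n = 3) in ADh/hTFAMh and 7.19 ± 0.68 (SD, n = 3) in ADh/WT. Its fold of 12.7 depends on single mice, at 22.0 without ADh/hTFAMh mouse 2 and 8.30 without ADh/hTFAMh mouse 3. Igf2, which encodes an insulin-like growth factor, had 10.5 ± 0.60 against 8.90 ± 0.33, and Slc13a4, a sulfate transporter gene, 9.13 ± 0.57 against 7.52 ± 0.41. Adjusted p-values of the 20 clusters from limma lay between 0.333 and 0.433. In 13 of the 20, ADh/hTFAMh mouse 2 was the lowest of its group.
Markers of the choroid plexus epithelium and of meningeal fibroblasts were higher as well, with patterns that differed across mice. The median of the whole choroid plexus list lay 1.36, 0.21 and 2.21 above the ADh/WT mean in ADh/hTFAMh mice 1, 2 and 3. That of the whole meningeal list lay 0.46, 0.46 and 0.43 above it, and 0.27 above it in ADh/WT mouse 3. Table S1 holds 3 genes of the list of choroid plexus markers and 7 of the meningeal list. Of the 26 measured choroid plexus markers that the study does not list, 26 were higher in ADh/hTFAMh, 19 of them at an unadjusted p under 0.05, and their mean level (log2) was 7.31, 7.44 and 7.39 in the ADh/WT mice and 8.54, 7.59 and 9.26 in the ADh/hTFAMh mice. Of the 19 unlisted meningeal markers all were higher, 11 at that threshold, with the small proteoglycan gene Lum and the retinoid-binding protein gene Crabp2 among them (adjusted p = 0.337 and 0.359 from limma). With the listed genes included, both lists were higher by camera at adjusted p = 1.9e-20, and not with an estimated correlation, at adjusted p = 0.44 for choroid plexus and 0.406 for meninges. With the listed genes left out, unadjusted p from camera was 6.08e-18 for choroid plexus and 9.82e-14 for meninges. With an estimated correlation it was 0.118 and 0.0498. When adjusted over the list alone, 13 of 29 choroid plexus and 18 of 26 meningeal markers were higher, against 0 when adjusted over all clusters. These counts include the listed genes, which the study chose on these arrays.
Table S2 holds 7 clusters with 1 gene symbol, 9 with several and 10 with none. Genes named by 1 symbol include Pnck, a calcium/calmodulin-dependent kinase gene, at a log2 difference of -0.64 (standard error 0.16), and the glycine receptor gene Glra2 at -0.78 (standard error 0.16). The predicted genes Gm10717, Gm10718 and Gm10719 had differences of -0.91, -1.59 and -1.61.
With the level limit of log2 6.6, 57 annotated clusters were higher and 29 lower at both limits from limma. Without ADh/hTFAMh mouse 2 the higher clusters numbered 97, and without ADh/WT mouse 1, ADh/WT mouse 2 or ADh/hTFAMh mouse 1 they numbered 29, 31 and 33. With the methods' test they numbered 22, which is not the set of Table S1. By the plain means used with that test, 17 of the 20 clusters in its copy reached 1.6-fold.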

Among the 42 annotated transcript clusters, 41 genes were functional/pathway eligible genes as determined by the computational gene network prediction tool, Ingenuity Pathway Analysis (IPA). These genes were categorized as genes significantly relevant to cancer, endocrine system disorders, and organismal injury and abnormalities, including 14 upregulated genes (*TTR*, *OGN*, *IGF2*, *IGFBP2*, *MGP*, *BMP*, *BMP7*, *BMP6*, *PCOLCE*, *LEPR*, *SCL22A8*, *DAB2*, *MYOC*, *ALDH1A2*), and three downregulated genes (*SLC1A1*, *GNAS*, *LPL*) (Fig. 4b).

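Of the genes of this network, 13 named as higher were measured, and all 13 were higher in ADh/hTFAMh hippocampus at an unadjusted p under 0.05 from limma, 10 of them by 1.6-fold or more. The study chose these genes on the same samples. The leptin receptor gene Lepr had a log2 difference of 0.96 (standard error 0.14) at a level of 6.44 ± 0.22 (SD, n = 3) in ADh/hTFAMh. The bone morphogenetic protein genes Bmp6 and Bmp7 had differences of 0.71 (standard error 0.18) and 0.70 (standard error 0.15). Igfbp2, which encodes an insulin-like growth factor binding protein, had 1.20 (standard error 0.35), and Aldh1a2, which encodes an enzyme of retinoic acid synthesis, had 1.08 (standard error 0.20). The extracellular matrix genes Ogn, Mgp and Pcolce, all 3 in the list of meningeal markers, had differences of 0.68, 0.62 and 1.25. Dab2, an endocytic adaptor gene, had 1.06 in one cluster and -0.09 in another.
Of the 3 genes named as lower, Lpl, which encodes lipoprotein lipase, had a log2 difference of -0.77 (standard error 0.07), the smallest unadjusted p of the 3 and an adjusted p of 0.333 from limma. Slc1a1, a glutamate transporter gene, had -0.12 (standard error 0.06, adjusted p = 0.633). Gnas shares its only cluster with the antisense gene Gnasas1, and the cluster had -0.04 (standard error 0.05, adjusted p = 0.871). The symbol BMP, which names a group of proteins, was not matched to a gene.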

Among the genes whose expression was significantly altered by hTFAM expression, *Ttr* gene encodes transthyretin, which binds Aβ and inhibits its aggregation^26^. 

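Ttr was higher in each ADh/hTFAMh mouse than in each ADh/WT mouse. Its level (log2) was 10.5, 10.0 and 11.1 in the ADh/WT mice and 13.6, 12.6 and 13.9 in the ADh/hTFAMh mice, with means of 10.5 ± 0.53 (SD, n = 3) in ADh/WT and 13.3 ± 0.70 (SD, n = 3) in ADh/hTFAMh. This is a log2 difference of 2.83 (standard error 0.41), or 7.11-fold, with an adjusted p of 0.333 from limma. The difference is larger than the spread within either group, and an exact two-sided permutation test gives p = 0.1, the smallest that 3 mice against 3 allow. Over the 6 fits that each left out 1 mouse, the log2 difference lay between 2.56 and 3.23.
Markers of the choroid plexus epithelium, a tissue that the paper names as a main site of transthyretin synthesis, were also higher. Folr1 had 7.09, 7.74 and 7.11 in the ADh/WT mice and 9.34, 7.86 and 10.3 in the ADh/hTFAMh mice. Ttr and the unlisted choroid plexus markers were both lowest in mouse 2 among the ADh/hTFAMh mice, but not to a like extent. In that mouse the mean of the unlisted markers (log2) was 7.59, against 7.31 to 7.44 in the ADh/WT mice. Its Ttr still lay 2.04 above the ADh/WT mean. In the same mouse Kcnj13, a choroid plexus marker that the study lists, was at 9.25, against an ADh/WT mean of 7.19. The listed marker Slc13a4 was at 8.61 against 7.52. Ttr was thus not alone among choroid plexus markers in being higher in that mouse. Among the ADh/WT mice, mouse 2 had the lowest Ttr and the highest mean of the unlisted markers, but that mean differed little among those mice. Kcnj13, at 7.10, 6.56 and 7.90 in the ADh/WT mice, was lowest in mouse 2 as Ttr was. With the mean of the unlisted choroid plexus markers as a covariate, a setting chosen after the data were seen, the Ttr difference was 1.98 (standard error 0.44, adjusted p = 0.766 from limma). That covariate leaves out Kcnj13 and Slc13a4 and was close to ADh/WT levels in ADh/hTFAMh mouse 2. Leaving out listed markers may favour ones low in that mouse, since such markers pass the study's test less easily. The fit therefore cannot show whether Ttr rose beyond the choroid plexus content. The paper sets the higher Ttr expression beside the reported binding of transthyretin to Aβ, which inhibits Aβ aggregation, and then examines transthyretin protein in the brain. Its proposal that transthyretin induced by hTFAM is protective also rests on its neuron experiments and on earlier mouse studies.

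**Figure D2:**
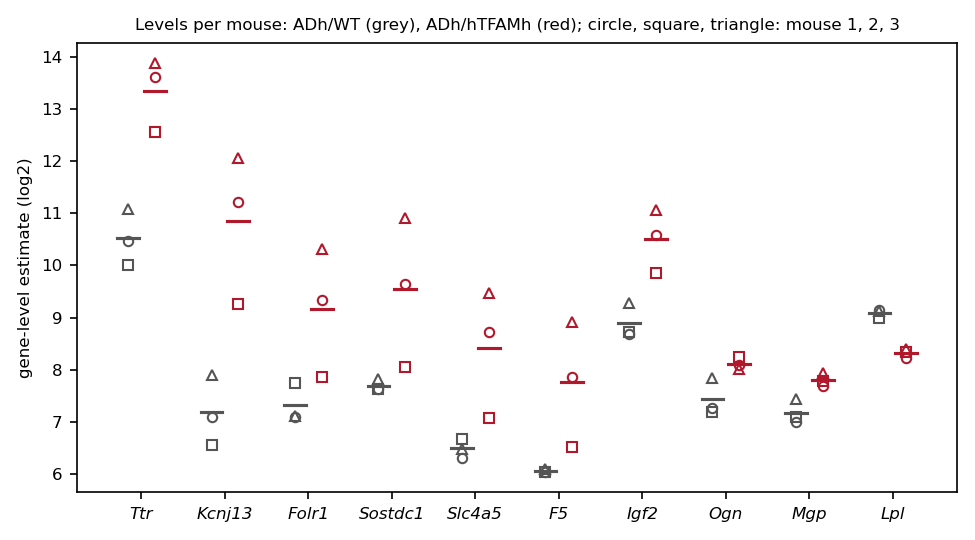
Gene-level estimates (log2, vertical axis) of 10 genes in each of the 3 ADh/WT mice (grey) and 3 ADh/hTFAMh mice (red). Symbols mark mouse 1, 2 and 3 and bars mark group means. Kcnj13, Folr1, Sostdc1, Slc4a5 and F5 are choroid plexus markers, Igf2, Ogn and Mgp are in the list of meningeal markers, and Lpl is lower in ADh/hTFAMh. Among the ADh/hTFAMh mice Igf2 was lowest in mouse 2 and highest in mouse 3, like the choroid plexus markers shown. Ttr lies at 13.6, 12.6 and 13.9 in the ADh/hTFAMh mice.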

We thus examined the levels of the transthyretin protein in the mouse brain using immunofluorescence microscopy and western blotting (Fig. 4c–e). As shown in Fig. 4c, transthyretin immunoreactivity was markedly increased in the cortex, and to a lesser extent in the hippocampus, in the ADh/hTFAMh brain compared with that in the ADh/WT brain, which was essentially the same as that observed in the Non-Tg brain. A 20-kDa polypeptide corresponding to transthyretin was detected in the ADh/hTFAMh cortex by western blotting (Fig. 4d). Transthyretin immunoreactivity was mostly detected in hTFAM-positive cells in the ADh/hTFAMh cortex (Fig. 4e), and hTFAM was mostly expressed in NeuN-positive cells (Supplementary Fig. S1b), suggesting mitochondrial localization of transthyretin in neurons expressing hTFAM.

### Recombinant hTFAM protein prevents mitochondrial dysfunction along with a reduction in 8-oxoG accumulation and mitochondrial DNA damage in AD model human neurons

To elucidate the mechanism by which hTFAM ameliorates AD pathophysiology, we next examined the effect of recombinant hTFAM protein in a human cell culture model of AD using neurons derived from iPSCs (Fig. 5). We used cholinergic neurons derived from human iPSCs established from normal subject, in which a wild-type or mutant (PS1_P117L_) copy of the *PSEN1* gene was introduced. Immunostaining of the neuronal marker MAP2 revealed that more than 95% of the cultured cells were MAP2-positive in both wild-type and PS1_P117L_ samples (Supplementary Fig. S6). We prepared recombinant hTFAM (rhTFAM) and ΔMTS-rhTFAM protein, the former being wild-type hTFAM, and the latter being mutant hTFAM lacking the mitochondrial targeting signal (MTS), allowing localization in nuclei but not in mitochondria. The rhTFAM protein rapidly incorporates into mitochondria in cultured cells when added into the medium, and thus contributes to maintaining mitochondrial function^27^.

First, the mitochondrial membrane potential was detected using JC-1 24 h after adding ΔMTS-rhTFAM or rhTFAM protein into the medium (Fig. 5a). JC-1 forms red fluorescent aggregates in energized mitochondria with high membrane potentials, whereas it dissociates to monomers with green fluorescence at low membrane potential. Wild-type neurons emitted only red fluorescence regardless of the absence or presence of wild-type or mutant rhTFAM protein in the media for 24 h. By contrast, PS1_P117L_ neurons emitted reduced red fluorescence but much stronger green fluorescence in the absence or presence of mutant ΔMTS-rhTFAM protein, indicating mitochondrial dysfunction and lowered membrane potential. However, in the presence of wild-type rhTFAM protein, PS1_P117L_ neurons emitted mainly red fluorescence, indicating that wild-type rhTFAM efficiently suppressed mitochondrial dysfunction caused by the PS1_P117L_ mutation.

Next, we found that PS1_P117L_ neurons exhibited an increase in mitochondrial 8-oxoG immunoreactivity and that rhTFAM treatment markedly decreased this immunoreactivity in PS1_P117L_ neurons (Fig. 5b). We thus concluded that rhTFAM protein prevents mitochondrial dysfunction and accumulation of 8-oxoG in mtDNA or ROS production in PS1_P117L_ neurons.

To examine whether rhTFAM protects mtDNA in PS1_P117L_ neurons, we detected single-strand breaks in cellular DNA using an anti-single-stranded DNA (ssDNA) antibody. Immunofluorescence microscopy revealed strong cytoplasmic ssDNA immunoreactivity in PS1_P117L_ neurons, but not in wild-type neurons in the absence of the rhTFAM protein (Fig. 5c), which co-localized with voltage-dependent anion channels (VDAC), a mitochondrial marker.

We then examined mitochondrial superoxide production in each neuron by using MitoSOX, a mitochondrial superoxide indicator (Fig. 5d). We found that PS1_P117L_ neurons produced significantly higher levels of superoxide in mitochondria than did wild-type neurons in the absence of rhTFAM. Treatment with rhTFAM efficiently decreased the level of superoxide in mitochondria of PS_P117L_ neurons to that observed in wild-type neurons. Moreover, we confirmed that rhTFAM also suppressed mitochondrial membrane lipid peroxidation in PS_P117L_ neurons by using MitoPeDPP, a probe specific for lipophilic peroxide in the mitochondrial inner membrane^28^ (Fig. 5e).

These results indicate that mtDNA, but not nuclear DNA, is damaged by the ROS produced in PS1_P117L_ neurons, and the rhTFAM protein effectively protects mtDNA from ROS, thereby maintaining mitochondrial function in a human neuron model of AD.

### Recombinant hTFAM increases the expression of transthyretin and suppresses intracellular Aβ accumulation in human AD model neurons

It is likely that hTFAM suppresses Aβ production or its accumulation in mouse models of AD. We thus examined Aβ accumulation and secretion in the human neuron model of AD. As shown in Fig. 6a, compared with wild-type neurons, PS_P117L_ neurons accumulated high levels of intracellular Aβ. However, in the presence of rhTFAM, intracellular Aβ accumulation was suppressed. Secreted Aβ(1–42) or Aβ(1–40) in the medium was measured using conditioned medium obtained 24 h after adding ΔMTS-rhTFAM or rhTFAM protein to the medium. The PS1_P117L_ neurons showed significantly greater increased secretion of Aβ(1–42) than Aβ(1–40) when compared with the wild type in the presence of ΔMTS-rhTFAM (Fig. 6b). In the presence of the rhTFAM protein, the levels of Aβ(1–42) or the relative ratio of Aβ(1–42)/Aβ(1–40) in PS1_P117L_ neurons was slightly, but significantly, decreased. These results indicate that hTFAM efficiently reduces intracellular Aβ accumulation, with a slight reduction in its production, but not secretion, as observed in the ADh/hTFAMh brain (Fig. 2).

To clarify how rhTFAM reduces intracellular Aβ accumulation in PS1_P117L_ neurons, we examined whether rhTFAM increases expression of transthyretin in the human neuron model of AD, as was observed in the ADh/hTFAMh mouse brain. In Fig. 6c, transthyretin immunoreactivity was detected in both wild-type and PS1_P117L_ neurons in the absence of recombinant protein, and rhTFAM markedly increased transthyretin immunoreactivity in PS1_P117L_ neurons, consistent with the findings in ADh/hTFAMh mice. By contrast, rhTFAM had no apparent effect on the level of transthyretin in wild-type neurons, suggesting that rhTFAM increases the level specifically in the neuron model of AD. Because cytoplasmic transthyretin was co-localized with hTFAM (Supplementary Fig. S7), we examined whether transthyretin interacts with rhTFAM using co-immunoprecipitation–western blot analysis of the mitochondrial fraction prepared from PS1_P117L_ neurons exposed to rhTFAM (Fig. 6d, left panels). Immunoprecipitation with anti-hTFAM, but not normal IgG, simultaneously recovered a substantial amount of transthyretin, indicating complex formation between rhTFAM and transthyretin in mitochondria of PS1_P117L_ neurons (Fig. 6d, right panels).

We next examined whether phenylalanine cancels the effects of rhTFAM treatment on PS1_P117L_ neurons, because phenylalanine has been shown to reduce the expression of transthyretin by decreasing transcriptional activity of the transthyretin promoter site^29^. When PS1_P117L_ neurons were exposed to rhTFAM in the presence of 0.9 mM phenylalanine, immunofluorescence intensity for transthyretin was significantly decreased (Fig. 6e), and the MitoSox index was reversed to the levels seen in PS1_P117L_ neurons without rhTFAM treatment (Fig. 6f), indicating that phenylalanine cancelled the rhTFAM effect to reduce the mitochondrial superoxide production. Moreover, phenylalanine increased intracellular Aβ accumulation in PS1_P117L_ cells treated with rhTFAM, without changing Aβ secretion or the ratio of secreted Aβ(1–42)/Aβ(1–40) (Fig. 6g,h).

These results strongly suggest that increased expression of transthyretin is tightly associated with the mechanisms by which hTFAM efficiently suppresses AD pathology and cognitive impairment caused by Aβ accumulation.

### Recombinant human TFAM improves neuritogenesis with increased expression of neuritogenesis-related genes in a neuron model of AD

To delineate the mechanism by which rhTFAM suppresses AD pathology in the neuron model of AD, we first performed microarray analyses using PS1_P117L_ and wild-type neurons. We identified 7,908 transcript clusters showing a significant difference between PS1_P117L_ and wild-type neurons (ANOVA, *p* < 0.05). Among them, 172 transcript clusters exhibited 12-fold or more difference between the two samples, and these were subjected to hierarchical partitioning and clustering (Supplementary Fig. S8a), revealing altered expression profiles in the neuron model of AD, with 148 clusters downregulated (average raw expression level [log_2_] >6.6 in the wild type) (Supplementary Table S3). Among them, 136 genes were functional/pathway eligible genes in the IPA. As shown in Supplementary Table S4, we identified genes that were significantly enriched in cellular assembly and organization-related functions. From these, 21 genes were sub-categorized as genes significantly relevant to cellular assembly and organization, cellular function and maintenance, and tissue development (Supplementary Fig. S8b). Next, we compared the altered gene expression profile in PS1_P117L_ neurons with that previously obtained from comparative analysis between human AD and non-AD brains^6^. We identified 37 genes that were commonly altered between the two studies (Supplementary Fig. S8c, Supplementary Table S5). These results indicate that PS1_P117L_ neurons are suitable as a human iPSC-derived neuron model of AD.

Next, we performed microarray analyses using PS1_P117L_ neurons with or without rhTFAM treatment. We found 5,920 transcript clusters showing a significant difference in the presence or absence of rhTFAM in PS1_P117L_ neurons. Among them, 138 annotated transcript clusters exhibit 8-fold or more increased expression in the presence of rhTFAM (Supplementary Table S6). These clusters were subjected to hierarchical partitioning and clustering (Fig. 7a), and revealed significantly altered expression profiles in the neuron model of AD following treatment with rhTFAM. Among them, 132 genes were functional/pathway eligible genes in the IPA. The top significant network consisted of 25 upregulated genes, which associate with protein synthesis, gene expression, and cancer (*RPL13A*, *RPL41*, *RPL27A*, *RPLP0*, *RPL5*, *RPL11*, *RPL30*, *60S ribosomal subunit*, *HSP90AA1*, *HSP*, *HSP90AB1*, *HSPA9*, *ENO1*, *14-3-3*, *YWHAZ*, *RPS3*, *Tubulin*, *SAT1*, *GNB2L1*, *EIF4A*, *EIF4A1*, *TUBB*, *YWHAE*, *NOP56*, *PAPOLA*) (Fig. 7b). From these microarray analyses, we found that the expression levels of 16 genes associated with neuritogenesis were decreased in PS1_P117L_ neurons compared with those in the wild type, and that hTFAM significantly increased 13 of these genes (Supplementary Fig. S9, Fig. 7c).

To determine whether mitochondrial dysfunction caused by the PS1_P117L_ mutation impairs neuritogenesis, the morphology of PS1_P117L_ and wild-type neurons was examined by MAP2-immunofluorescence microscopy (Fig. 7d). As shown in the upper panels of Fig. 7e, each neuron was classified into three stages based on the pattern of their neurite outgrowth, as previously described^30^: stage 1, lacking neurites; stage 2, one or more minor neurites; stage 3, one neurite at least twice as long as any other. In the absence of rhTFAM, wild-type neurons and PS1_P117L_ neurons were approximately 10% and 0% in stage 3, 70% and 30% in stage 2, and 20% and 70% in stage 1, respectively (Fig. 7e, bar graphs), suggesting that neuritogenesis was impaired in this human neuron model of AD. Treatment with hTFAM increased the population of neurons in stage 2 (from 30% to 42%) and stage 3 (from 0% to 14%) in PS1_P117L_ neurons. By contrast, treatment with ΔMTS-rhTFAM had no obvious effect on neuritogenesis in both PS1_P117L_ and wild-type neurons (Fig. 7e, bar graphs). Finally, we observed that phenylalanine significantly increased the population of PS1_P117L_ neurons in stage 1 (from 18% to 38%) and decreased the population of neurons in stage 2 (from 62% to 44%) even in the presence of rhTFAM (Fig. 7f), indicating that phenylalanine cancelled the neuritogenesis improved by rhTFAM.

These results suggest that mitochondrial dysfunction leads to impaired neuritogenesis and that hTFAM has a crucial role in suppressing AD pathology and cognitive dysfunction by ameliorating the impairment of neuritogenesis.

## Discussion

In the present study, we demonstrated that hTFAM effectively suppresses the vicious cycle of the neuronal mitochondrial dysfunction that occurs during AD pathogenesis by increasing the expression of transthyretin, thereby ameliorating the AD pathophysiology observed in both human iPSC-derived AD neuron and 3xTg-AD mouse models.

Treatment with hTFAM markedly improved mitochondrial function and significantly reduced accumulation of 8-oxoG in mtDNA and intracellular Aβ in both the 3xTg-AD mouse and human iPSC-derived AD neuron models. These data indicated that hTFAM effectively protects mtDNA from the ROS generated in damaged mitochondria under conditions of Aβ accumulation, and thus suppresses the vicious cycle of ROS generation and mitochondrial dysfunction. The hTFAM-induced reduction in Aβ accumulation may also contribute to suppression of the vicious cycle, and these combined effects may be the reason hTFAM expression effectively ameliorates AD pathophysiology (Fig. 8).

The brain utilizes a vast amount of energy to sustain its basic functions, such as maintaining or re-establishing of membrane potentials, signaling, and synthesis of macromolecules involved in neuritogenesis and synaptogenesis. While an adult human brain typically weighs only about 2% of the body weight, a resting brain consumes more than 20% of all the oxygen, thus indicating a 10-fold greater energy requirement than other tissues. This high demand for energy in the brain is mainly achieved by ATP production during oxidation of glucose or oxidative phosphorylation in the mitochondria^31^,^32^. In AD brains, two essential glucose metabolic pathways in mitochondria: Krebs cycle and oxidative phosphorylation are known to be distressed. Abnormal Krebs cycle or/and oxidative phosphorylation causes not only glucose hypometabolism resulting in ATP depletion in brain but also the increased generation of ROS, oxidative damage, and programmed cell death such as apoptosis. Because mitochondria are also the main location that suffers from ROS, oxidative stress further exacerbates mitochondrial dysfunction and this vicious cycle is more prone to occur and have been demonstrated to be an event occurring before the appearance of senile plaques and the onset of clinical manifestations^7^,^33^,^34^,^35^. Human TFAM has an ability to bind to DNA in a sequence-independent manner and is abundant enough to cover whole region of mitochondrial DNA, and thereby TFAM stabilizes mitochondrial DNA through formation of nucleoid and regulates the amount of mitochondrial DNA^15^,^16^. Overexpression of human TFAM in mice increases the amount of mitochondrial DNA and dramatically ameliorates the cardiac dysfunctions^20^, and also reverse of age-dependent memory impairment and mitochondrial DNA damage in brain^19^. The maintenance of integrity of mitochondrial DNA is thus important for keeping proper cellular functions both under physiological and pathological conditions.

The present study clearly shows that hTFAM efficiently breaks the mitochondria-mediated vicious cycle in both AD model neurons and mouse brains, resulting in an effective improvement of the AD pathophysiology including Aβ accumulation and cognitive dysfunction (Fig. 8). In the mice used to model AD (3xTg-AD-h) in the present study, it has been reported that synaptic dysfunction with mitochondrial impairment, but not neuronal loss or apoptosis, is the main pathophysiology resulting in impaired cognitive function^21^,^22^. The lack of neuronal loss in the 3xTg-AD-h mice may be the reason for the significant improvement in cognitive dysfunction by hTFAM. We thus demonstrated for the first time that an establishment of the mitochondria-mediated vicious cycle is one of the most critical processes during the progression of AD pathology. It is noteworthy that not only ROS production but also intracellular Aβ accumulation is significantly suppressed by hTFAM, probably through increased expression of transthyretin which is known to suppress Aβ aggregation^26^. Moreover, poor neuritogenesis found in the iPSC-derived AD neuron model which is also likely to be a consequence of mitochondrial dysfunction^30^, is also efficiently improved by hTFAM (Figs 5a and 7d,e). Inhibition of transthyretin mRNA expression by phenylalanine abolished the improvement in neuritogenesis with a significantly reduced level of transthyretin (Figs 6e and 7f), which is likely to be associated with hTFAM in mitochondria (Fig. 6d), suggesting that increased expression of transthyretin may also contribute to maintenance of mitochondrial homeostasis. Neurogenesis, including neuritogenesis, is an event independent from neurodegeneration *in vivo,* and neurogenesis is also known to be impaired in the 3xTg-AD brain^36^. If hTFAM can improve neurogenesis *in vivo*, it may be one of the mechanisms by which hTFAM significantly ameliorates cognitive dysfunction in the mouse model of AD (Fig. 1c–e). Improvement of neuritogenesis by rhTFAM may also suggest that degeneration of neurites in damaged neurons can be efficiently suppressed by hTFAM *in vivo*, although these issues need to be addressed in future studies.

We showed for the first time that human iPSC-derived AD neuron model carrying PS1_P117L_ mutation (PS1_P117L_ AD neurons) exhibit increased Aβ accumulation, mitochondrial dysfunction, and impaired neuritogenesis compared with wild-type neurons. Gene expression profiling revealed that the PS1_P117L_ AD neurons show significantly altered expression of genes associated with microtubule dynamics, growth of neuritis or neuritogenesis, formation of cellular protrusion or plasma membrane projections (Supplementary Table S4), including 16 neuritogenesis-related genes (*ATXN10, CCDC88A, CLASP2, DCC, DCX, FNBP1L, GDI1, KIF3A, MAP1B, MAP2, PAK3, PAX6, PFN2, RTN4, STMN1, UCHL1*) whose expression is significantly downregulated in the AD model neurons (Supplementary Fig. S9). Among them, expression levels of 8 genes (*ATXN10*, *DCC*, *KIF3A*, *MAP1B*, *PAK3*, *PFN2*, *RTN4, UCHL1*) were also significantly decreased in AD hippocampi (GEO DataSets GSE36980)^6^. Downregulation of *MAP1B* and *UCHL1* in the AD brain have been shown previously^37^,^38^, and moreover, PAK3^39^,^40^ and RTN4^41^,^42^ were known to be associated with AD pathology. Taken together, the PS1_P117L_ AD neurons reproduce major characteristics observed in neurons in AD brain, and are useful for understanding molecular mechanisms of AD pathology in neurons. Many studies have shown the role of mitochondria on neuritogenesis through calcium handling and ATP production^43^,^44^. Recently, we demonstrated that 8-oxoG accumulation in neuronal mtDNA results in mitochondrial dysfunction, and leads to poor neurite outgrowth with decreased complexity of neuritic arborization, using isolated cortical neurons from mice lacking both 8-oxo-dGTP-depleting MTH1 and 8-oxoG excising OGG1^30^, similar to the AD model neurons. In the present study, we showed that rhTFAM efficiently suppresses mitochondrial dysfunction accompanied by reduced accumulation of 8-oxoG and single strand breaks in mtDNA (Fig. 5c), thus resulting in improvement of impaired neuritogenesis (Fig. 7e). Microarray analysis also revealed that rhTFAM efficiently recovers the expression of 13 genes (*MAP1B*, *GDI1*, *DCX*, *UCHL1*, *STMN1*, *ATXN10*, *CLASP2*, *PAK3*, *PFN2*, *MAP2*, *FNBP1L*, *RTN4*, *CCDC88A*) among the 16 neuritogenesis-related genes downregulated in the PS1_P117L_ AD neurons (Supplementary Fig. S9). These results indicate that maintenance of mitochondrial homeostasis that can be achieved by suppression of oxidative damage in mtDNA is crucial for neuritogenesis, as well as for suppression of AD pathogenesis.

Transthyretin (also known as prealbumin) is a transport protein in blood or cerebrospinal fluid for the thyroid hormone thyroxine and retinol-binding protein bound to retinol, and is known to be mainly synthesized in liver and choroid plexus^45^,^46^. Several studies have shown that transthyretin is associated with AD pathogenesis. Transthyretin binds to Aβ(1-42) and Aβ(1-40) and inhibits formation of Aβ oligomer and fibril^26^,^47^, and levels of transthyretin in the cerebrospinal fluid were reported to be reduced in AD patients^48^,^49^. Moreover, it has been demonstrated that transthyretin overexpression suppresses both cognitive dysfunction and Aβ deposition in the cortex and hippocampus in 15-month-old APP23 Tg mice, while transthyretin deficiency in 5.5-month-old APP23 Tg mice increases the Aβ deposition^50^. Recently, neuronal production of transthyretin was reported to be increased in both cortical neurons in AD patient brains and primary cultured cortical and hippocampal neurons from APP23 mouse brains^51^, as we observed in the present study (Fig. 4c–e). Taken together, our results strongly suggest that increased expression of transthyretin triggered by hTFAM in both AD model neurons and mouse brain is protective against Aβ toxicity in these models, thereby ameliorating the AD pathophysiology. Expression levels of transthyretin mRNA in hippocampus of aged 3xTg-AD mice (14-month-old) are equivalent to those in Non-Tg control^6^. However, we noticed that hippocampal expression of transthyretin mRNA is significantly increased in 4-month-old 3xTg-AD brains compared with that in Non-Tg controls (our unpublished observations), suggesting a protective response in the early stage of AD pathogenesis. It has been reported that Aβ42 accumulated in the nuclei directly activated the p53 promoter through binding heat-shock elements (HSE)^52^,^53^. Interestingly, there are two potential HSEs, nTCCn(4 bp)GAAn(5 bp)TTCn at −654 base pairs and nGAAn(4 bp)TTCnAGGn at −393 base pairs upstream from the transcriptional start site of *transthyretin* gene (our unpublished observation). These findings suggest that expression of *transthyretin* gene is also transcriptionally regulated by nuclear Aβ42 in the early stage of AD pathogenesis. Transthyretin has a single free thiol, which is susceptible to modification/oxidation, and oxidative modification of transthyretin decreases its thermodynamic stability^54^,^55^. The level of transthyretin protein was increased in the PS1_P117L_ AD neurons by rhTFAM treatment (Fig. 5c), without increasing its mRNA level, suggesting that reduced ROS generation by rhTFAM results in suppression of oxidative modification of transthyretin and its stabilization. It is likely that TFAM increases the transthyretin level, at least through two independent pathways; however, further studies are needed to elucidate their efficacy and detailed mechanisms.

In conclusion, our results provide new insights into the molecular mechanisms of AD pathogenesis with the mitochondria-mediated vicious cycle, and suggest that breaking the vicious cycle is a potential new therapeutic strategy for AD.

## Methods

### Animals

The homozygous triple-transgenic mouse model of AD (3xTg-AD-H), carrying a homozygous *Psen1*_M146V_ knock-in mutation and the homozygous mutant transgenes for *APP*_Swe_ and *MAPT*_P301L_, were previously established^21^. These 3xTg-AD-H mice were backcrossed to C57BL/6J (Clea Japan, Tokyo, Japan), and the obtained hemizygous 3xTg-AD mice (3xTg-AD-h) were used to re-establish 3xTg-AD-H mice^6^. We generated human TFAM (hTFAM) transgenic mice as described previously^20^, and hemizygous hTFAM transgenic (hTFAM-h) mice and non-transgenic (NT) mice were maintained by crossing hTFAMh mice with C57BL/6J mice. The 3xTg-AD-H mice were mated with hTFAMh mice, and all hemizygous mice (ADh/hTFAMh) and 3xTg-AD-h mice without the hTFAM transgene (ADh/WT) were obtained. Non-transgenic control mice (Non-Tg) were obtained by crossing ADh/WT and NT mice. Genotyping was performed as described in the Supplementary Methods. Male mice were used for behavioral analysis at 11–12 months of age, and for other experiments at 13–14 months of age. All animals were maintained in an air-conditioned, specific pathogen-free room with time-controlled lighting. The handling and killing of all animals was performed in accordance with national prescribed guidelines, and ethical approval for the study was granted by the Animal Experiment Committee of Kyushu University.

### Antibodies

All antibodies used in this study are listed in the Supplementary Methods.

### Tissue processing and Immunohistochemistry

All procedures for tissue processing and immunohistochemistry are described in the Supplementary Methods.

### Western blot analysis

Frozen brain samples were homogenized in 2× sodium dodecyl sulfate (SDS) sample buffer (125 mM Tris-HCl, pH 6.8, 4% SDS, 10% glycerol) using a tissue homogenizer at 4 °C. Samples were diluted in 1× SDS sample buffer (62.5 mM Tris-HCl, pH 6.8, 2% SDS, 5% glycerol), with 2-mercaptoethanol and bromophenol blue, and boiled. The homogenates (20 μg protein) were subjected to western blotting.

### Quantitative immunodetection of mitochondrial 8-oxoG

For immunodetection of 8-oxoG in mtDNA, free-floating brain sections were pretreated as described previously^4^. Briefly, to detect 8-oxoG in mitochondrial DNA, sections were pretreated with RNase (5 mg/mL; Sigma-Aldrich) and were directly subjected to immunohistochemistry assays with the anti-8-oxo-dG antibody (1:100). To verify the specificity of 8-oxoG immunoreactivity, slides were pretreated with 10 μg/mL MutM protein with 8-oxoG DNA glycosylase activity (Sigma-Aldrich) in nicking buffer (10 mM Tris-HCl, 5 μM ZnCl_2_, 0.5 mM DTT, 0.5 mM EDTA, 1.5% [v/v] glycerol, 100 μg/mL bovine serum albumin) diluted in reaction buffer (50 mM Tris-HCl, pH 7.5, 0.1 mM MgCl_2_) at 37 °C for 1 h after RNase treatment. Slides were then subjected to immunofluorescence microscopy analysis using anti-8-oxo-dG (1:100). Confocal microscopy images were acquired using an LSM700 Confocal Microscope system (Carl Zeiss MicroImaging, Tokyo, Japan). The intensity of 8-oxoG immunofluorescence was measured in each digital image using ImageJ 1.49v (NIH) to obtain the 8-oxoG index.

### Histochemical detection of mitochondrial cytochrome c oxidase activity

For detection of mitochondrial cytochrome c oxidase activity in frozen sections, brain sections (100 μm thick) were incubated for 2.5 h at 37 °C in a solution containing cytochrome c (0.5 mg/mL, Sigma-Aldrich, C2506) and DAB (0.5 mg/mL, K-4100, Vector Laboratories Inc., Burlingame, CA, USA), and sucrose (40 mg/mL) in PBS. Sections were washed in PBS, dehydrated with ethanol, immersed in xylene, and mounted on glass slides. Digital images were acquired using an Axioskop2 Plus microscope, equipped with an AxioCam CCD camera and Axiovision 3.1 imaging software (Carl Zeiss MicroImaging, Tokyo, Japan).

### Behavioural analysis

The water maze consisted of a circular polyvinyl chloride pool (100 cm in diameter and 30 cm high) that was filled to a depth of 15 cm with room-temperature tap water (25 ± 1 °C). The performance of mice was scored using a video camera-based computer tracking system (Watermaze3, Actimetrics Inc., Evanston, IL, USA) on a Sony computer, with the camera fixed to the ceiling 2 m above the pool. Mice were trained to swim to a 15-cm-diameter, circular, clear, Plexiglas platform submerged 1 cm beneath the surface of the water that was invisible to the mice while swimming. The platform was kept in the same location throughout training. On each trial, the mouse was placed into the pool at one of four designated start points in a pseudorandom order. Mice were allowed to find and escape onto the submerged platform. If a mouse failed to find the platform within 60 s, it was manually guided to the platform and allowed to remain there for 15 s. After this, each mouse was placed into a holding cage under a warming lamp for 60 s until the start of the next trial. Retention of spatial memory was assessed in two different protocols (d2 and d5). In the d2 protocol, mice were given three training trials on the first day, and probe trials were performed 1.5 h and 24 h after the last training trial. The probe trials consisted of a 60-s free swim in the pool without the platform. The parameters measured during the probe trial included (1) initial latency to cross the platform location, (2) number of platform location crosses, and (3) total swimming time and distance. In the d5 protocol, mice were given three training trials per day for 5 days with a hidden platform, and initial latency to reach the platform and total swimming time and distance were measured. In both protocols, there were no significant differences among genotypes in swim speed.

### Neurons derived from human iPSCs

Cholinergic neurons derived from human iPSCs expressing either a wild-type or mutant (P117L) copy of the *PSEN1* gene (ReproNeuro Ach-AD: RCESDA104, 106, respectively) were obtained from ReproCELL Inc. (Yokohama, Japan). Cells were plated in 12-well plates at a density of 2.0 × 10^5^ cells/mL in the maturation medium according to the manufacturer’s protocol, and incubated for 14 days with changing medium at 3, 7 and 14 days after seeding. Cells were treated for 24 h with wild-type rhTFAM or MTS-lacking mutant rhTFAM (ΔMTS-rhTFAM) protein (100 nM), prepared as described previously^27^. The mitochondrial membrane potential was detected using 5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimidazolylcarbocyanine iodide, (JC-1) (Life Technologies). Cells treated with rhTFAM protein were incubated in the presence of 5 μg/ml JC-1 for 20 min at 37 °C, and the washed twice with PBS before being observed under an Axioskop 2 microscope equipped with an AxioCam camera (Carl Zeiss). To detect mitochondrial 8-oxoG, cells were fixed with methanol, treated with 5 mg/mL RNase at 37 °C for 1 h, followed by denaturation with ice-cold 25 mM NaOH in 50% (v/v) ethanol for 5 min at room temperature. Cells were then incubated with anti-8-oxo-dG or anti-COX IV. Secretion of Aβ(1–42) and Aβ(1–40) in 100 μL of cell culture supernatant was measured using human β amyloid ELISA kits according to the manufacturer’s instructions (296–64401, 292–62301; Wako Pure Chemical Industries Ltd., Osaka, Japan). To determine ROS production in mitochondria, mitochondrial superoxide indicator MitoSOX (Life Technologies Japan) and 3-[4-(perylenylphenylphosphino)phenoxy] propyltriphenylphosphonium iodide (MitoPeDPP), which is a fluorescence probe that specifically reacts with lipid peroxide in the mitochondrial inner membrane^28^ (Dojindo Molecular Technologies, Inc., Kumamoto, Japan), were used. Cells were incubated in the presence or absence of 100 nM rhTFAM protein for 24 h, and were incubated in 0.5 μM MitoSOX together with 0.32 μM MitoTracker Green (Life Technologies) or 0.2 μM MitoPeDPP solution for 20 min at 37 °C. After being washed twice with PBS, the cells were observed using an LSM 700 confocal microscope system. The intensity of MitoSOX immunofluorescence was measured in each digital image using ImageJ 1.49 v. To inhibit the expression of transthyretin, L-phenylalanine (0.9 mM, Sigma-Aldrich) was used^29^.

### Immunoprecipitation

Procedures for immunoprecipitation are described in the Supplementary Methods.

### Gene expression profiling with microarray analysis

Total RNA was isolated using Isogen from the hippocampus, or neurons derived from human iPSCs treated for 24 h with or without rhTFAM protein (100 nM), and 100 ng RNA was subjected to microarray analysis. Expression profiles were determined using mouse or human Gene 1.0 ST array systems according to the manufacturer’s instructions (Affymetrix Inc., Santa Clara, CA, USA). To generate amplified and biotinylated sense-strand DNA targets from the entire expressed transcripts, the Ambion WT Expression kit (Ambion, Austin, TX, USA) and the GeneChip WT Terminal Labeling and Controls kit (Affymetrix) were used. Generated CEL files were imported into the Transcriptome Analysis Console 3.0 software (Affymetrix), and gene-level estimates were obtained for all transcript clusters. The gene-level estimates were further subjected to statistical analysis and hierarchical and partitioning clustering. Transcript clusters with differential expression were investigated for functional interrelatedness and networks, excluding microRNA**–**mRNA interactions, using the Ingenuity Pathway Analysis (IPA) program (Ingenuity Systems, Mountain View, CA, USA, version 01–00). All microarray data were deposited in the GEO database (accession numbers GSE80242, GSE80244, GSE80245).

### Statistical analysis

Statistical analysis of microarray data was performed using Transcriptome Analysis Console software. Gene-level estimates from mouse microarray data were subjected to one-way ANOVA, and the obtained transcript clusters with *p* values < 0.05 were subjected to a specific comparison (ADh/hTFAMh vs. ADh/WT), with a fold-change >1.6 as a threshold for the comparison. Gene-level estimates from human AD microarray data were subjected to one-way ANOVA, and the obtained transcript clusters with *p* values < 0.05 were subjected to specific comparisons of PS1_P117L_ versus wild-type or PS1_P117L_ + rhTFAM versus PS1_P117L_, with a fold-change >12 or 8 as a threshold for the comparison. Statistical analyses of other experiments were performed using JMP Pro 11.0.0 software (SAS Institute Japan Ltd., Tokyo, Japan). The statistical significance between groups was determined using parametric and nonparametric methods according to data distribution, as described. P values < 0.05 were considered statistically significant.

## Additional Information

**How to cite this article**: Oka, S. *et al*. Human mitochondrial transcriptional factor A breaks the mitochondria-mediated vicious cycle in Alzheimer’s disease. *Sci. Rep.* **6**, 37889; doi: 10.1038/srep37889 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
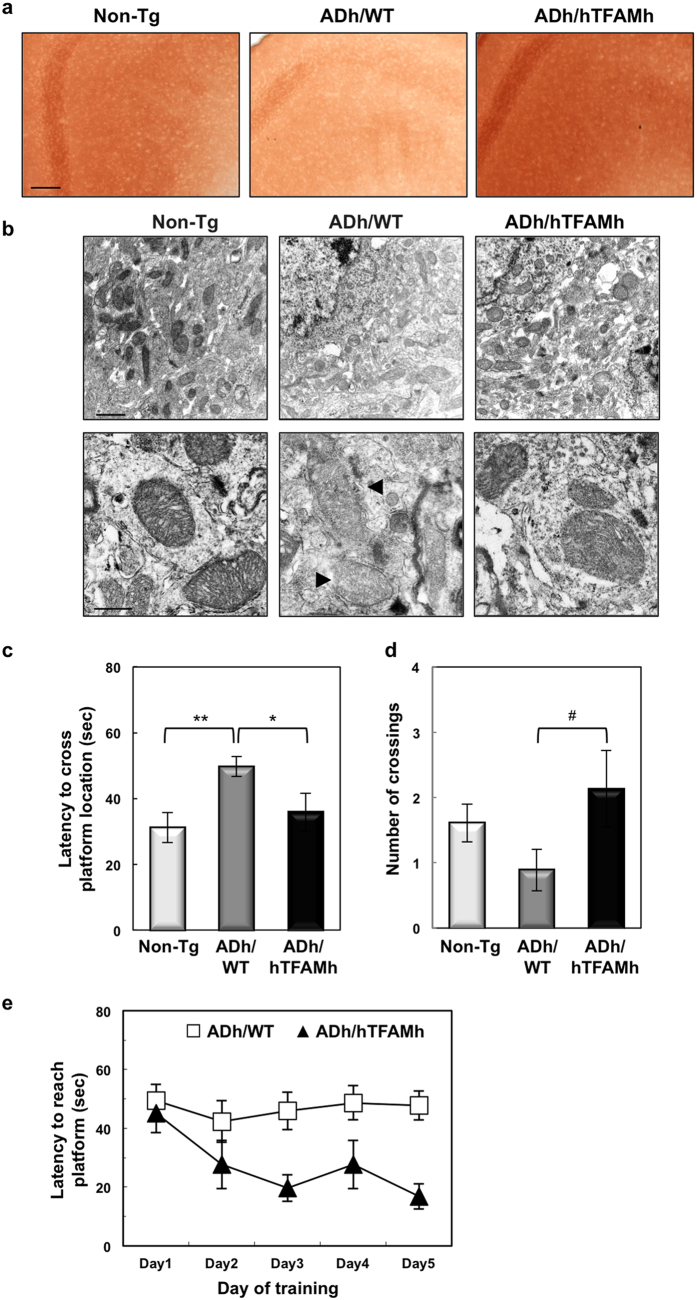
Expression of hTFAM improved mitochondrial function in the ADh/WT cerebral cortex and cognitive impairment in ADh/WT mice. (**a**) Expression of hTFAM improved mitochondrial function in the ADh/WT cerebral cortex. Mitochondrial function was determined by enzymatic staining for cytochrome c oxidase (COX). Frozen sections from the cortex of 13–14-month-old Non-Tg, ADh/WT, and ADh/hTFAMh mice were stained for COX (reddish brown). Scale bar, 20 μm. (**b**) COX enzymatic staining in each mitochondrion in the cortex was visualized by electron microscopy. Arrowheads show degenerating mitochondria characterized by diminished COX staining and disrupted membranes and cristae in the ADh/WT cortex. Scale bars, 1 μm (upper panels); 500 nm (lower panels). (**c**) Latency to cross over the previously hidden platform 24 h after the training trial in the d2 protocol of the Morris water maze using 11–12-month-old Non-Tg, ADh/WT, and ADh/hTFAMh mice. One-way ANOVA, *p* = 0.0076. Tukey’s HSD test (vs. ADh/WT), *p < 0.05, **p < 0.01. Data represent means ± SEM, n = 5–8. (**d**) The number of crossings over the previously hidden platform 24 h after the training trial in the d2 protocol of the Morris water maze using 11–12-month-old Non-Tg, ADh/WT, and ADh/hTFAMh mice. Student’s *t*-test (vs. ADh/WT), ^#^*p* = 0.0463. Data represent means ± SEM, n = 5–8. (**e**) Latency to reach the platform in the d5 protocol of the Morris water maze using 11–12-month-old ADh/WT and ADh/hTFAMh mice. Multivariate analysis of variance (MANOVA), genotype, *p* = 0.0011. Data represent means ± SEM, n = 5–8.

**Figure 2:**
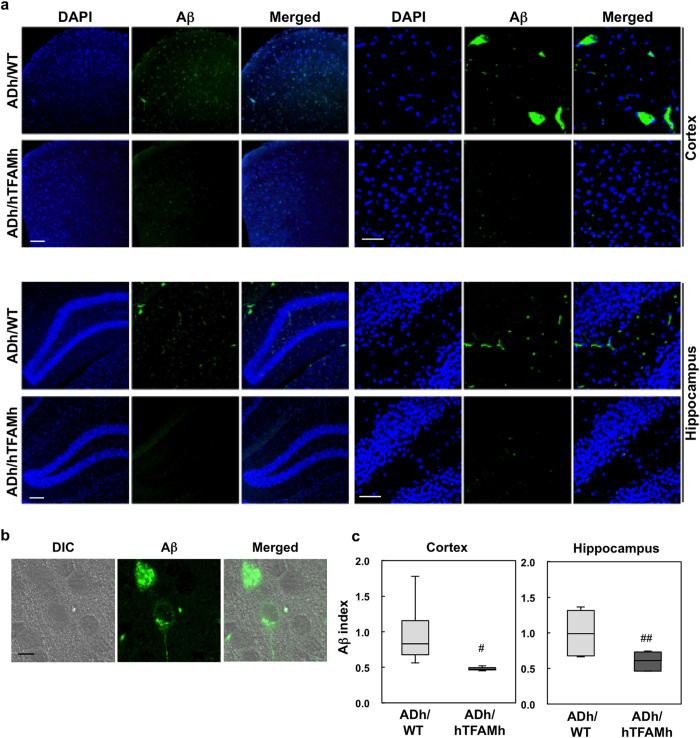
hTFAM suppresses Aβ accumulation in ADh/WT mice. (**a**) Immunofluorescence microscopy of Aβ in cortex and hippocampus of 13–14-month-old ADh/WT and ADh/hTFAMh mice using anti-human Aβ (**N**). Nuclei are stained with DAPI. Scale bar, 20 μm. (**b**) Intracellular localization of Aβ in the ADh/WT cortex. Cell morphology was confirmed by differential interference contrast microscopy (DIC) with Aβ immunofluorescence. Scale bar, 5 μm. (**c**) Quantitative measurement of Aβ immunofluorescence. Aβ immunofluorescence was measured as described in Supplementary Fig. S3, and the relative intensity (Aβ index) is shown in whisker-box plot. Kruskal–Wallis rank sum test: cortex, ^#^*p* = 0.0433, hippocampus, ^##^*p* = 0.0209, n = 3–4.

**Figure 3:**
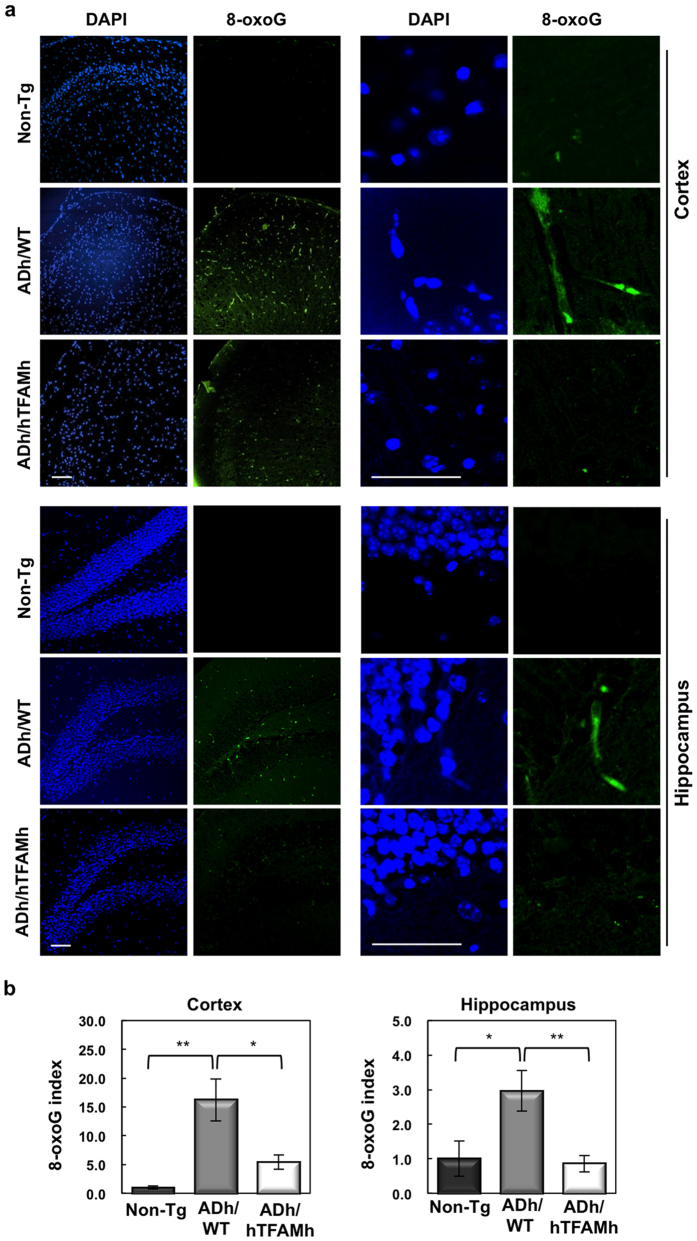
hTFAM markedly decreases accumulation of mitochondrial 8-oxoG in ADh/WT mice. (**a**) Immunofluorescence microscopy of 8-oxoG in cortex and hippocampus of 13–14-month-old ADh/WT and ADh/hTFAMh mice. hTFAM decreases mitochondrial 8-oxoG in the cortex and hippocampus. Scale bar, 20 μm. (**b**) Quantitative measurement of 8-oxoG immunofluorescence. 8-OxoG immunofluorescence was measured as described in Supplementary Fig. S3, and the relative intensity of 8-oxoG immunoreactivity (8-oxoG index) is shown in bar graphs. Cortex, one-way ANOVA, *p* = 0.0028. Tukey-Kramer’s HSD test: *p = 0.0193, **p = 0.0025; Hippocampus, one-way ANOVA, *p* = 0.0198. Tukey-Kramer’s HSD test: *p = 0.0394, **p = 0.0277. Data represent means ± SEM, n = 4.

**Figure 4:**
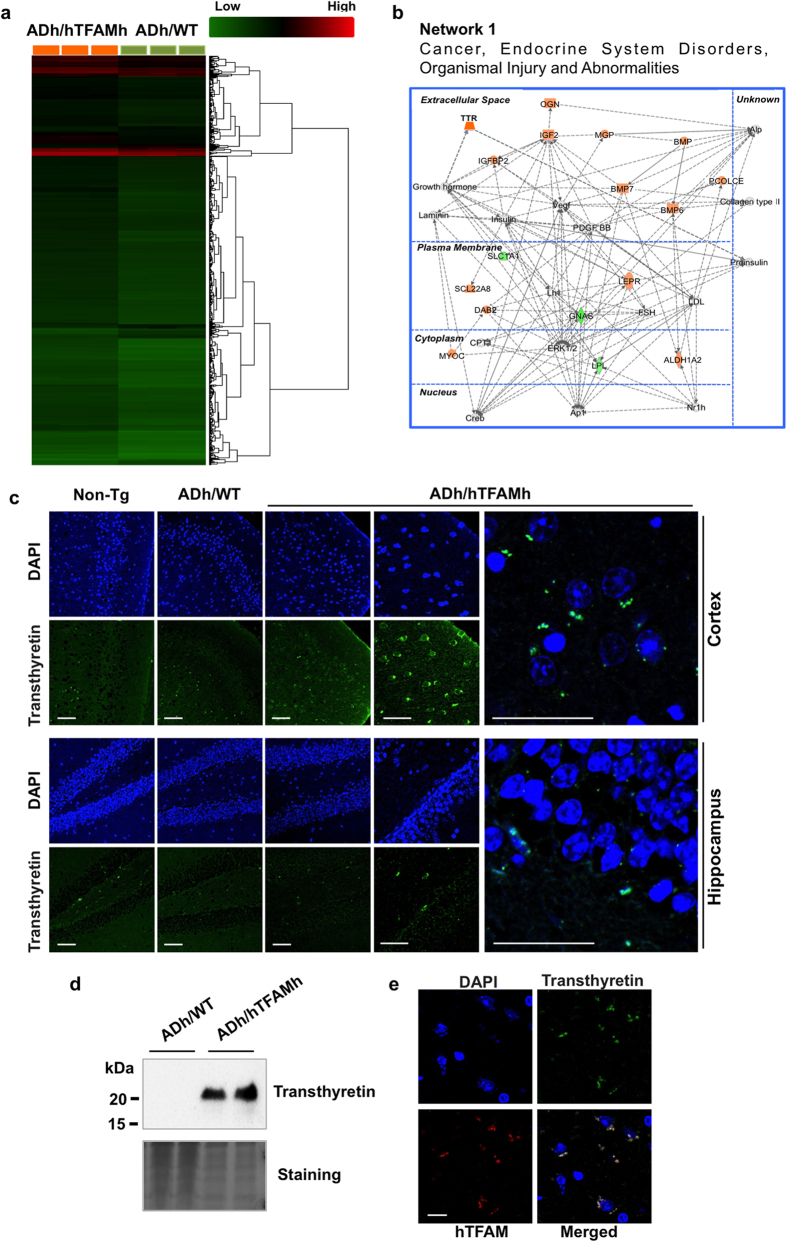
hTFAM markedly increases expression of a set of genes in ADh/WT mice. (**a**) Hierarchical portioning and clustering of 166 transcript clusters demonstrate 1.6-fold or greater difference between hippocampi from ADh/WT and ADh/hTFAMh mice. Student’s t-test *p* < 0.05, n = 3. (**b**) Top significant network. Solid and dashed lines indicate direct and indirect interactions, respectively. Molecular interactions involving only binding were excluded. Downregulated molecules are shown in green and upregulated molecules are shown in red. (**c**) hTFAM increases the level of transthyretin in ADh/WT mice. Scale bar, 20 μm. (**d**) Western blot analysis of extracts prepared from cerebral cortices using anti-transthyretin. Ponceau S staining was used as the loading control (lower panel). (**e**) Double-immunostaining with anti-human TFAM and anti-transthyretin in ADh/hTFAMh cortex. Scale bar, 20 μm.

**Figure 5:**
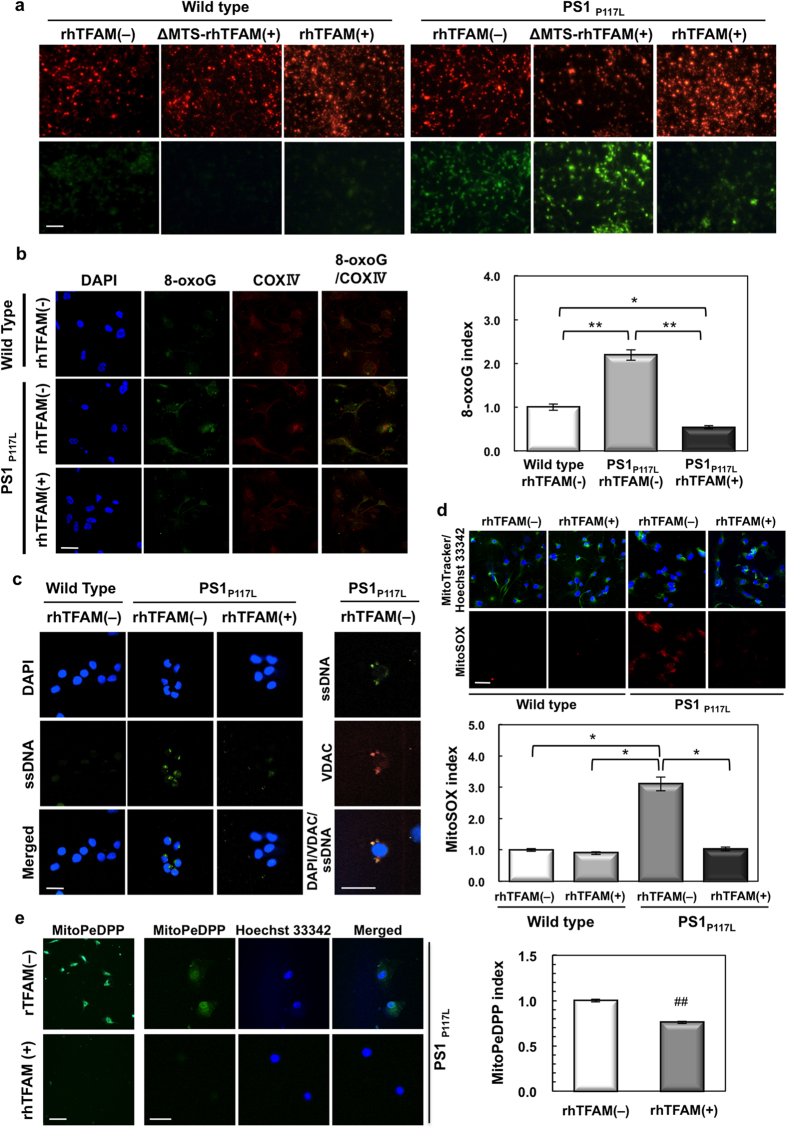
Recombinant human TFAM inhibits mitochondrial dysfunction and 8-oxoG accumulation in a human neuron model of AD. (**a**) Recombinant human TFAM [rhTFAM ( + )], but not mutant rhTFAM (ΔMTS-rhTFAM) lacking MTS, ameliorates mitochondrial dysfunction in PS1_P117L_ cells. Mitochondrial membrane potential was detected using JC-1. Intensities of green fluorescence in ΔMTS-rhTFAM-treated PS1_P117L_ neurons were as high as those seen in control PS1_P117L_ neurons (rhTFAM[−]), whose levels were higher than those observed in wild-type neurons with or without rhTFAM or ΔMTS-rhTFAM. Upper panels: JC-1 aggregates with intense red fluorescence, indicating energized mitochondria with high membrane potentials. Lower panels: JC-1 monomers with green fluorescence, indicating damaged mitochondria with low membrane potentials. Scale bar, 100 μm. (**b**) rhTFAM decreases mitochondrial 8-oxoG in PS1_P117L_ cells. COX IV was used as a mitochondrial marker. Fluorescence intensities of 8-oxoG in 50 cells were measured, and the 8-oxoG index is shown in the bar graph. One-way ANOVA, *p* < 0.0001. Tukey-Kramer HSD test, *p < 0.0026, **p < 0.0001. Data represent means ± SEM. (**c**) rhTFAM inhibits single-strand breaks in mitochondrial DNA in PS1_P117L_ cells. VDAC was used as a mitochondrial marker. (**d**) rhTFAM decreases mitochondrial superoxide production in PS1_P117L_ cells. Wild-type and PS1_P117L_ cells were treated with or without rhTFAM for 24 h, and then incubated with MitoTracker Green, a mitochondrial marker (upper panels, green) and MitoSOX, a mitochondrial superoxide indicator (lower panels, red). Nuclei were counterstained with Hoechst 33342 (upper panels, blue). Fluorescence intensities of MitoSOX in 50 cells were measured, and the MitoSOX index is shown as a bar graph. Two-way ANOVA, *p* < 0.0001. Tukey’s HSD test, *p < 0.0001. Data represent means ± SEM. (**e**) rhTFAM protein suppresses mitochondrial membrane lipid peroxidation in PS1_P117L_ cells. MitoPeDPP, a fluorescent probe specific for lipophilic peroxide in the mitochondrial inner membrane was applied to PS1_P117L_ cells with or without rhTFAM treatment. Nuclei were counterstained with Hoechst 33342. Fluorescence intensities of MitoPeDPP in 50 cells were measured, and the MitoPeDPP index is shown as a bar graph. Student’s *t*-test: ^##^*p* < 0.0001. Data represent means ± SEM. Scale bars, 40 μm (**b**–**e**).

**Figure 6:**
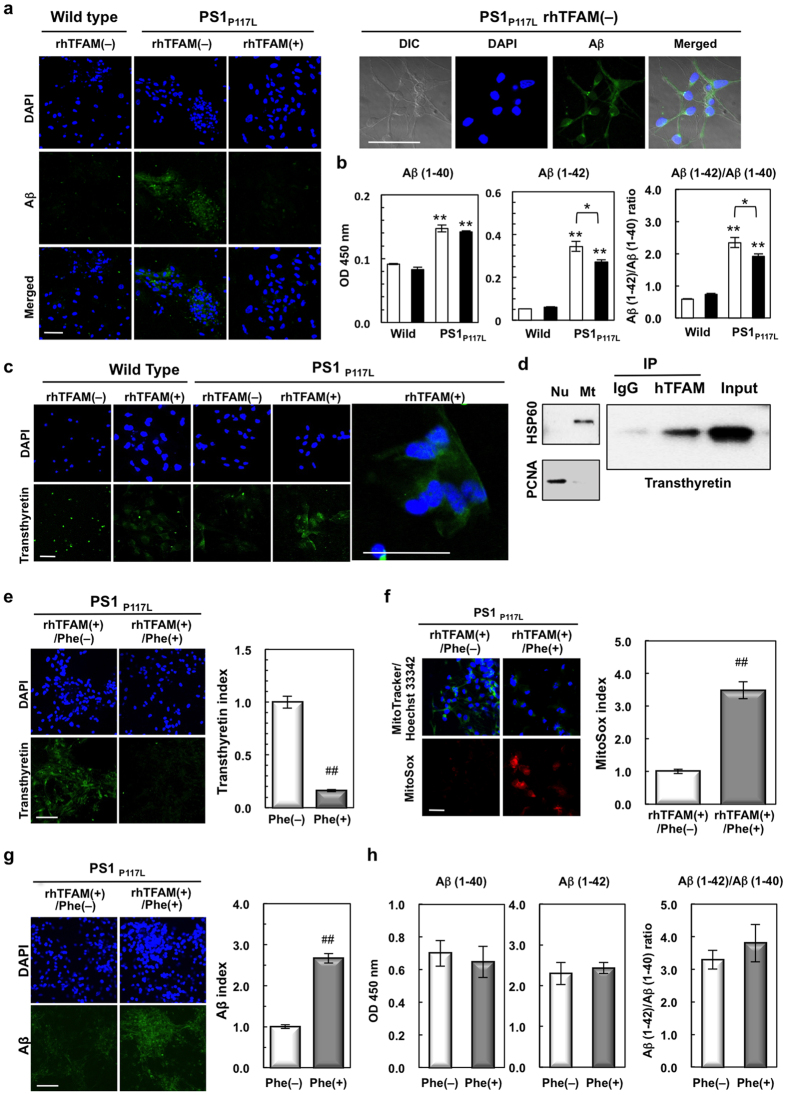
Recombinant human TFAM inhibits Aβ accumulation in a human neuron model of AD with increased expression of transthyretin. (**a**) rhTFAM decreases the accumulation of Aβ in PS1_P117L_ cells. Wild-type and PS1_P117L_ cells were treated with (rhTFAM[+]) or without rhTFAM (rhTFAM[-]) for 24 h. (**b**) rhTFAM has little effect on Aβ secretion in PS1_P117L_ cells. Secretion of Aβ(1–40) and Aβ(1–42) was measured by ELISA using the supernatant 24 h after the treatment of 100 nM ΔMTS_rhTFAM (open bars) or rhTFAM (closed bars) protein. Means ± SEM, n = 4. Two-way ANOVA, *p* < 0.0001. Tukey’s HSD test, **p < 0.0001 vs. wild-type cells (wild) with or without treatment. *p < 0.05. (**c**) rhTFAM increases transthyretin expression in PS1_P117L_ but not in wild-type neurons. (**d**) Interaction of transthyretin and rhTFAM in mitochondria of PS1_P117L_ cells treated with rhTFAM. PS1_P117L_ cells were treated with 100 nM rhTFAM for 24 h and then fractionated into mitochondrial (Mt) and nuclear (Nu) fractions (left panels). Proliferating nuclear antigen (PCNA, 35.5 kDa) or heat shock protein 60 (HSP60, 60 kDa) was detected as a nuclear or mitochondrial marker, respectively. Co-immunoprecipitation of transthyretin was performed using anti-hTFAM or normal IgG as a negative control (IgG) and the mitochondrial fraction prepared from PS1_P117L_ cells treated with rhTFAM (right panels). (**e**) Phenylalanine significantly decreased expression of transthyretin in rhTFAM-treated PS1_P117L_ cells. Cells were treated with 100 nM rhTFAM in the presence (Phe[+]) or absence (Phe[–]) of phenylalanine. Transthyretin index is shown in the bar graph. Student’s *t*-test, ^##^*p* < 0.0001. (**f**) Phenylalanine increased ROS production in rhTFAM-treated PS1_P117L_ cells. Student’s *t*-test, ^##^*p* < 0.0001. (**g**) Phenylalanine increased Aβ immunofluorescence in rhTFAM-treated PS1_P117L_ cells. Aβ index is shown in the bar graph. Student’s *t*-test, ^##^*p* < 0.0001. Data represent means ± SEM from 50 cells. (**h**) Phenylalanine did not alter Aβ secretion in rhTFAM-treated PS1_P117L_ cells. No significant alteration was observed for the Aβ (1–42)/Aβ (1–40) ratio or the level of each Aβ peptide. Data represent means ± SD, n = 3. All scale bars (**a**,**c**,**e**,**f**,**g**), 40 μm.

**Figure 7:**
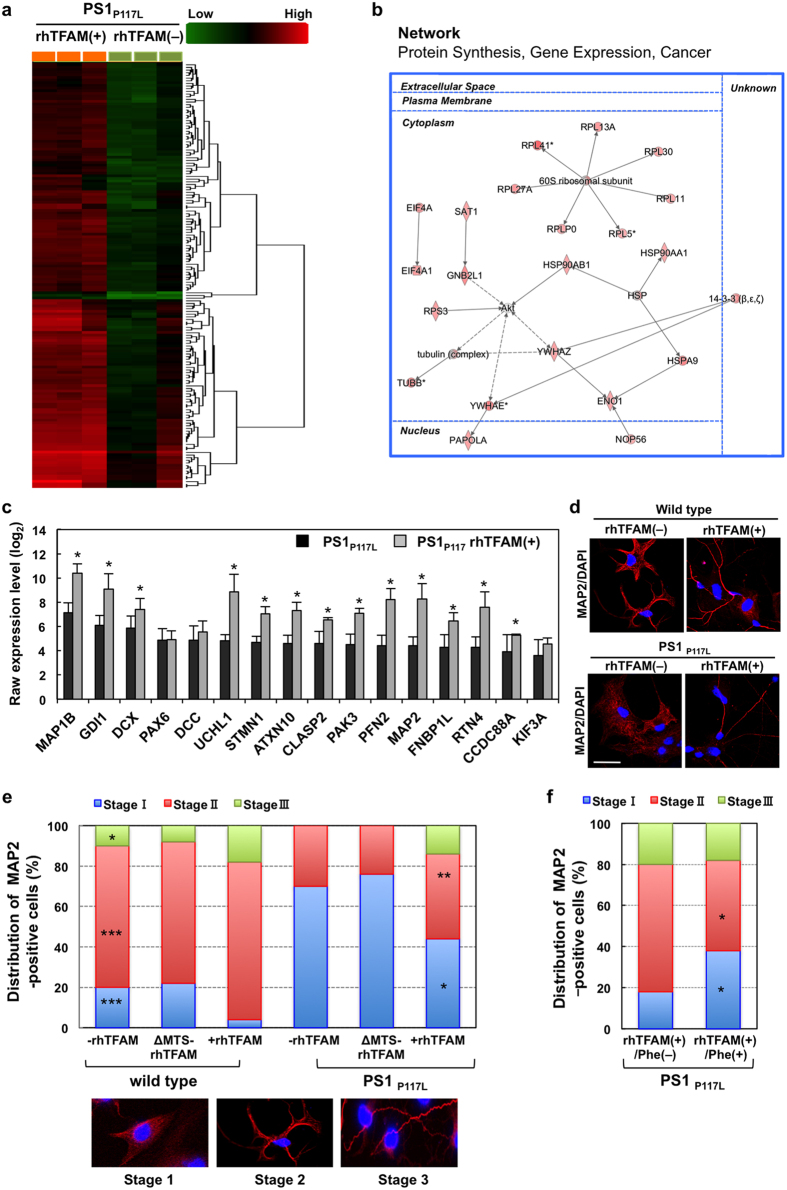
Recombinant human TFAM improves neuritogenesis with increased expression of neuritogenesis-related genes in a neuron model of AD. (**a**) Hierarchical partitioning and clustering of 138 clusters exhibited 8-fold or more increased expression (average raw expression level [log_2_] >6.6 in PS1_P117L_ + rhTFAM), in PS1_P117L_ cells with rhTFAM treatment. Student’s t-test: *p* < 0.05, Means ± SD, n = 3. (**b**) Top significant network consisted of 25-upregulated genes among 132 functional/pathway eligible genes in the IPA. (**c**) Effect of rhTFAM on the 16 neuritogenesis-related gene expression in PS1_P117L_ cells. Student’s t-test: *p* < 0.05. (**d**) rhTFAM improves neuritogenesis. Immunofluorescence microscopy of iPSCs-derived neurons treated with or without rhTFAM, using anti-MAP2. Nuclei are stained with DAPI. Scale bar, 20 μm. (**e**) MAP2-positive cells treated with or without rhTFAM or ΔMTS-rhTFAM were classified into three stages: stage 1, lacking neurites; stage 2, one or more minor neurites; stage 3, one neurite at least twice as long as any other. Fifty MAP2-positive cells in each culture condition were examined, and their distribution is shown in bar graphs. Fisher’s Exact test: *p = 0.0281, **p = 0.0062, ***p < 0.0001 versus PS1_P117L_ rhTFAM(–). (**f**) Phenylalanine inhibits neuritogenesis in rhTFAM-treated PS1_P117L_ cells. Fifty MAP2-positive cells in each culture condition were examined, and their distribution is shown in bar graphs. Fisher’s exact test, *p = 0.0017 vs. rhTFAM(+)/Phe(−).

**Figure 8:**
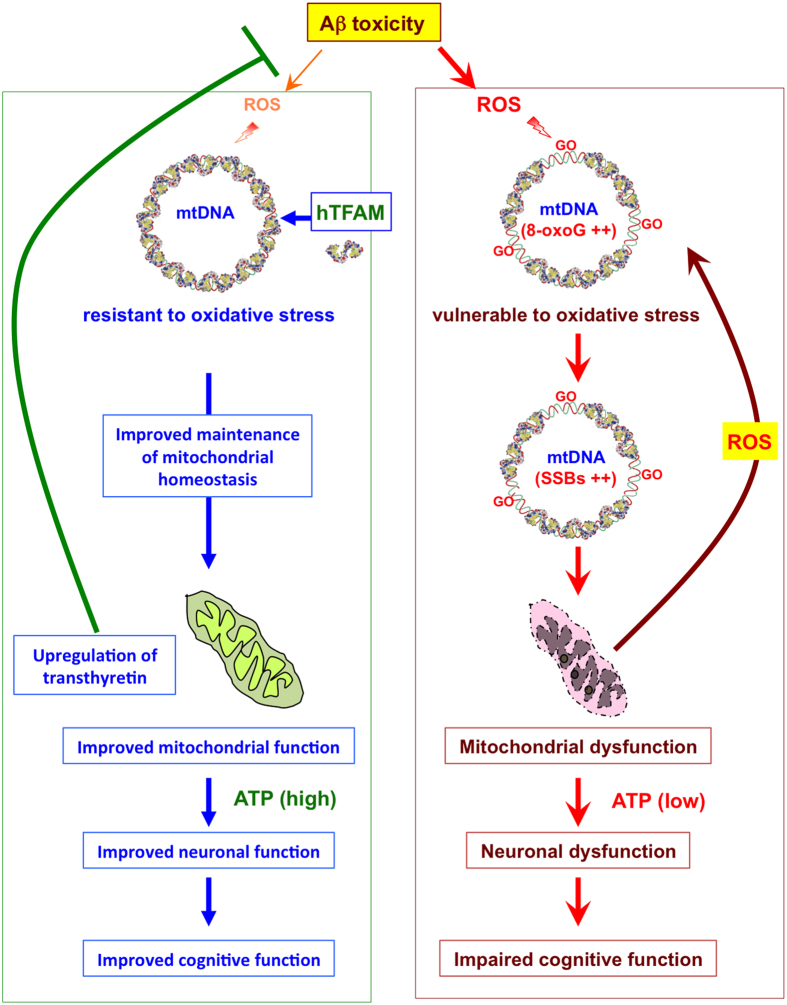
TFAM breaks the mitochondria-mediated vicious cycle of Alzheimer’s disease. hTFAM binds mtDNA and forms a nucleoid-like structure, thereby protecting mtDNA from ROS generated under conditions of Aβ toxicity. Improved maintenance of mitochondrial homeostasis reduced ROS generation from mitochondria, and results in suppression of oxidative modification of transthyretin and/or increase in its expression. Transthyretin reduces intracellular Aβ accumulation, thus further contributes to the break of mitochondria- mediated vicious cycle. hTFAM also improves neuronal function such as neuritogenesis through suppression of ATP depletion caused by mitochondrial dysfunction and increased expression of neuritogenesis-related genes. hTFAM effectively suppresses the vicious cycle of the neuronal mitochondrial dysfunction, thereby ameliorating the AD pathophysiology.

# Supplementary material for: Human mitochondrial transcriptional factor A breaks the mitochondria-mediated vicious cycle in Alzheimer’s disease
**Source:** Sci Rep. 2016 Nov 29;6:37889. doi: 10.1038/srep37889
**Supplement:** Supplementary Information

Supplementary information for:

Human mitochondrial transcriptional factor A breaks the mitochondria-mediated vicious cycle in Alzheimer's disease

Sugako Oka¹, Julio Leon¹, Kunihiro Sakumi¹, Tomomi Ide², Dongchon Kang³, Frank M. LaFerla⁴, and Yusaku Nakabeppu¹

This file contains:

Supplementary Tables S1 – S8

Supplementary Figures S1 –S9

Supplementary Methods

Supplementary References

Supplementary Table S1. List of transcript clusteres which exhibit significantly increased expression in ADh/hTFAMh hippocampus.

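Each line of this table gives a transcript cluster with its p, fold and group levels. The group levels of Tables S1 and S2 equal 1-step Tukey biweight averages of the deposited values of the 3 mice, which give less weight to a mouse far from the others. Computed in that way, 92 of the 92 levels of both tables lay within 0.01 of the printed ones. A fold from plain means differed from the printed fold by a factor of 0.81 to 1.12. For Ttr the biweight averages give a log2 difference of 3.13.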

Transcript cluster ID	Gene symbol	p-value<br>(ADh/hTFAMh<br>vs ADh/WT)	Fold change**<br>(ADh/hTFAMh<br>vs ADh/WT)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				ADh/hTFAMh	ADh/WT	ADh/hTFAMh	ADh/WT	
10356403	Kcnj13	0.0164	14.89	11.06	7.16	1.44	0.68	potassium inwardly-rectifying channel, subfamily J, member 13
10454192	Ttr	0.0050	8.74	13.63	10.51	0.70	0.53	transthyretin
10569344	Igf2	0.0159	3.51	10.52	8.71	0.60	0.33	insulin-like growth factor 2
10438769	Cldn1	0.0307	3.14	8.47	6.82	0.88	0.09	claudin 1
10543921	Slc13a4	0.0166	3.08	9.10	7.48	0.57	0.41	solute carrier family 13 (sodium/sulfate symporters), member 4
10440091	Col8a1	0.0396	2.72	8.06	6.61	0.78	0.20	collagen, type VIII, alpha 1
10586865	Aldh1a2	0.0108	2.58	8.07	6.71	0.32	0.27	aldehyde dehydrogenase family 1, subfamily A2
10412207	Gpx8	0.0461	2.57	9.07	7.71	0.74	0.28	glutathione peroxidase 8 (putative)
10597960	Slc6a20a	0.0166	2.44	9.95	8.66	0.05	0.45	solute carrier family 6 (neurotransmitter transporter), member 20A
10534862	Pcolce	0.0301	2.44	8.90	7.62	0.53	0.39	procollagen C-endopeptidase enhancer protein
10422728	Dab2	0.0188	2.35	9.14	7.91	0.43	0.21	disabled 2, mitogen-responsive phosphoprotein
10347277	Igfbp2	0.0493	2.23	8.78	7.62	0.74	0.08	insulin-like growth factor binding protein 2
10467153	Slc16a12	0.0179	1.88	7.32	6.41	0.38	0.11	solute carrier family 16 (monocarboxylic acid transporters), member 12
10405063	Ogn	0.0354	1.83	8.10	7.23	0.12	0.36	osteoglycin
10484463	Serping1	0.0196	1.80	8.86	8.01	0.09	0.32	serine (or cysteine) peptidase inhibitor, clade G, member 1
10351131	Myoc	0.0223	1.78	7.52	6.68	0.29	0.07	myocilin
10535174	Tmem184a	0.0330	1.73	7.36	6.57	0.42	0.07	transmembrane protein 184a
10461115	Slc22a8	0.0150	1.70	9.08	8.31	0.01	0.26	solute carrier family 22 (organic anion transporter), member 8
10548879	Mgp	0.0154	1.67	7.79	7.05	0.12	0.24	matrix Gla protein
10490129	Bmp7	0.0160	1.63	8.76	8.05	0.22	0.20	bone morphogenetic protein 7

*Average raw expression level (log2) in ADh/hTFAMh >6.6. **Fold change >1.6 with p <0.05 (unpaired t-test).

Gene symbols in red indicate Alzheimer's disease-related genes.

Supplementary Table S2. List of transcript clusteres which exhibit significantly decreased expression in ADh/hTFAMh hippocampus.

Transcript cluster ID	Gene symbol	p-value (ADh/hTFAMh vs ADh/WT)	Fold change** (ADh/hTFAMh vs ADh/WT)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				ADh/hTFAMh	ADh/WT	ADh/hTFAMh	ADh/WT	
10582916	Gm17535	0.0323	-3.95	8.81	10.79	0.86	0.40	predicted gene 17535
10356269	LOC100041708	0.0168	-3.19	6.69	8.37	0.66	0.33	nuclear body protein SP140-like; uncharacterized LOC102634585; RIKEN cDNA A530032D15Rik gene; Sp140 nuclear body protein; predicted gene 2427
10582896	Gm10718	0.0307	-3.16	9.26	10.92	0.73	0.42	predicted genes 10718; 11168
10582888	Gm10719	0.0328	-3.14	10.07	11.72	0.81	0.32	predicted genes 10719; 10721
10582884	Gm11168	0.0423	-2.77	5.99	7.46	0.70	0.33	predicted gene 11168
10490203	Gm20721	0.0183	-2.65	8.10	9.51	0.26	0.53	predicted gene 20721
10526838	Gm10874	0.0294	-2.10	7.51	8.58	0.15	0.53	predicted gene 10874
10582862	Sp140	0.0170	-2.07	5.63	6.68	0.20	0.32	Sp140 nuclear body protein; predicted gene 2427; nuclear body protein SP140-like; nuclear body protein SP140-like protein-like; uncharacterized LOC102633858; predicted genes 7281; 6264
10582899	Gm10717	0.0423	-2.01	8.89	9.90	0.48	0.24	predicted genes 10717; 10715
10608368	Gm20806	0.0164	-1.99	5.85	6.84	0.35	0.30	Y-linked testis-specific protein 1-like; spermiogenesis specific transcript on the Y 2; spermiogenesis specific transcript on the Y 2-like; predicted genes 20806; 20738; 21784; 21316; 21249; 20924; 20823; 2184521672; 21308; 21180; 20867; 20816; 20803; 21350; 21890; 21683; 20909; 20801; 20747; 20925; 21340; 21302; 20852; 21469; 20917; 21242; 21065; 21661; 21462; 21443; 21427; 21412; 21344; 21201; 21155; 21151; 21076; 20932; 20927; 20919; 20863; 20861; 20846; 20809; 20808; 20791; 20865; 21791; 21118; 21642; 21617; 21506; 21470; 21396; 21245; 21127; 20921; 20907; 20902; 20892; 20891; 20887; 20881; 20859; 20856; 20842; 20841; 20805; 20804; 20799; 20926; 21943; 20815; 21292; 21573; 21330; 21281; 21247; 21184; 21163; 20818; 20825; 21244; 20826; 20854; 21763; 21275; 20934; 20898; 20848; 20847; 20840; 20879; 21812; 21721; 21728; 21920; 21889; 20914; 20822; 20877; 20830; 20812; 20828; 21301; 20834; 20918; 20821
10608295	Gm21943	0.0133	-1.96	6.03	7.00	0.32	0.25	Y-linked testis-specific protein 1-like; spermiogenesis specific transcript on the Y 2; spermiogenesis specific transcript on the Y 2-like; predicted genes 21943; 20815; 20747; 20806; 20738; 21784; 21316; 21249; 20924; 20823; 21845; 21672; 21308; 21180; 20867; 20816; 20803; 21350; 21642; 21617; 21506; 21470; 21396; 21245; 21127; 20921; 20907; 20902; 20892; 20891; 20887; 20881; 20859; 20856; 20842; 20841; 20805; 20804; 20799; 21573; 21330; 21281; 21247; 21184; 21163; 20818; 21890; 21683; 20909; 20801; 20825; 20925; 21340; 21302; 20852; 20854; 21469; 20917; 21242; 21065; 21661; 21462; 21443; 21427; 21412; 21344; 21201; 21155; 21151; 21076; 20932; 20927; 20919; 20863; 20861; 20846; 20809; 20808; 20791; 20865; 21275; 20934; 20898; 20848; 20847; 20840; 21812; 21791; 21728; 21118; 21920; 21889; 20926; 21292; 21244; 20826; 20877; 20812; 21763; 20879; 21721; 20918; 20821; 20914; 20830; 21301; 20834; 20781; 21736
10528810	Gm10471	0.0122	-1.95	5.86	6.83	0.39	0.03	spermatogenesis associated glutamate (E)-rich protein 4a; RIKEN cDNA 5031410I06 gene; spermatogenesis associated glutamate (E)-rich protein 4b; spermatogenesis associated glutamate (E)-rich protein 4e; predicted genes 10471; 1979; 21680; 10220; 7361; 7347; 21698; 21663; 5862; 21671; 21190; 21919;
10608377	Gm20747	0.0167	-1.91	5.92	6.85	0.39	0.28	spermiogenesis specific transcript on the Y 2; spermiogenesis specific transcript on the Y 2-like; Y-linked testis-specific protein 1-like; predicted genes 20747; 20806; 20738; 21784; 21316; 21249; 20924; 20823; 21845; 21672; 21308; 21180; 20867; 20816; 20803; 21350; 21890; 21683; 20909; 20801; 20825; 20925; 21340; 21302; 20852; 21469; 20917; 21242; 21065; 21661; 21462; 21443; 21427; 21412; 21344; 21201; 21155; 21151; 21076; 20932; 20927; 20919; 20863; 20861; 20846; 20809; 20808; 20791; 20865; 21275; 20934; 20898; 20848; 20847; 20840; 21812; 21791; 21118; 21920; 21889; 21642; 21617; 21506; 21470; 21396; 21245; 21127; 20921; 20907; 20902; 20892; 20891; 20887; 20881; 20859; 20856; 20842; 20841; 20805; 20804; 20799; 20926; 21943; 20815; 21292; 21573; 21330; 21281; 21247; 21184; 21163; 20818; 21244; 20826; 20854; 20879; 21721; 20918; 21728; 20821; 20914; 20822; 20877; 20830; 20812; 20828; 21301; 20834; 21763; 20781; 21736
10608480	LOC102639563	0.0086	-1.91	6.61	7.54	0.31	0.05	uncharacterized LOC102639563; uncharacterized LOC102633922; Y-linked testis-specific protein 1-like; spermiogenesis specific transcript on the Y 1; predicted genes 21719; 20831; 21678; 21440; 21425; 20928; 20851; 20833; 20827; 20807; 20793; 20777; 20773; 20772; 20737; 21871; 21660; 20836; 20795; 21907; 21454; 20910; 21310; 21768

Supplementary Table S2. (continued)

Transcript cluster ID	Gene symbol	p-value<br>(ADh/hTFAMh<br>vs ADh/WT)	Fold change**<br>(ADh/hTFAMh<br>vs ADh/WT)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				ADh/hTFAMh	ADh/WT	ADh/hTFAMh	ADh/WT	
10580056	Gm10644	0.0264	-1.85	7.77	8.66	0.23	0.30	predicted gene 10644
10608606	Gm20815	0.0177	-1.84	5.87	6.75	0.36	0.29	Y-linked testis-specific protein 1-like; spermiogenesis specific transcript on the Y 2; spermiogenesis specific transcript on the Y 2-like; predicted genes 20815; 20747; 20806; 20738; 21784; 21316; 21249; 20924; 20823; 21845; 21672; 21308; 21180; 20867; 20816; 20803; 21350; 21890; 21683; 20909; 20801; 20825; 20925; 21340; 21302; 20852; 21469; 20917; 21242; 21065; 21661; 21462; 21443; 21427; 21412; 21344; 21201; 21155; 21151; 21076; 20932; 20927; 20919; 20863; 20861; 20846; 20809; 20808; 20791; 20865; 21275; 20934; 20898; 20848; 20847; 20840; 21791; 21118; 21920; 21889; 21642; 21617; 21506; 21470; 21396; 21245; 21127; 20921; 20907; 20902; 20892; 20891; 20887; 20881; 20859; 20856; 20842; 20841; 20805; 20804; 20799; 20926; 21943; 21292; 21573; 21330; 21281; 21247; 21184; 21163; 20818; 21244; 20826; 20854; 20879; 21812; 21721; 20918; 21728; 20821; 20914; 20822; 20877; 20830; 20812; 20828; 21301; 20834; 21763
10564057	Gm22252	0.0247	-1.81	8.40	9.25	0.22	0.39	predicted gene 22252
10608531	Gm21882	0.0177	-1.75	6.24	7.05	0.16	0.28	RIKEN cDNA 4932431L22 gene; serine-rich, secreted, X-linked; serine-rich, secreted, Y-linked; predicted genes 21882; 21820; 21776; 21732; 21773; 21913; 21921
10572130	Lpl	0.0004	-1.74	8.34	9.14	0.09	0.08	lipoprotein lipase
10605067	Pnck	0.0267	-1.69	9.76	10.52	0.05	0.32	pregnancy upregulated non-ubiquitously expressed CaM kinase
10607792	Glr2	0.0137	-1.67	6.83	7.57	0.14	0.29	glycine receptor, alpha 2 subunit
10528821	Gm10220	0.0084	-1.67	6.30	7.04	0.25	0.05	RIKEN cDNA 5031410I06 gene; spermatogenesis associated glutamate (E)-rich protein 4a; spermatogenesis associated glutamate (E)-rich protein 4b; spermatogenesis associated glutamate (E)-rich protein 4e; 10220; 21698; 21663; 10471; 1979; 7361; 7347; 5862; 21680; 17019; 21671; 21655; 21190
10563961	Gm23145	0.0379	-1.66	6.87	7.61	0.20	0.44	predicted gene, 23145
10351041	Gm24489	0.0270	-1.65	7.71	8.43	0.08	0.30	predicted gene, 24489; growth arrest specific 5
10528191	Speer4c	0.0027	-1.65	6.03	6.76	0.19	0.08	spermatogenesis associated glutamate (E)-rich protein 4c; spermatogenesis associated glutamate (E)-rich protein 4e; spermatogenesis associated glutamate (E)-rich protein 4d; spermatogenesis associated glutamate (E)-rich protein pseudogenespermatogenesis associated glutamate (E)-rich protein 4a; spermatogenesis associated glutamate (E)-rich protein 4b; RIKEN cDNA 4930572O03 gene; RIKEN cDNA 5031410I06 gene; predicted genes 10354; 17019; 9758; 21083; 21190; 21149; 10471; 7347; 21655; 10220; 1979; 21698; 21663; 21680; 5862
10603228	Gm14369	0.0221	-1.61	6.66	7.34	0.30	0.24	predicted genes 14369; 14333; 15275; 21883; 21789; 21870; 14355; 14362; 15281; 14364; 15254; 21990

*Average raw expression level (log2) in ADh/WT >6.6. **Fold change <-1.6 with p <0.05 (unpaired t-test).

A gene symbol in red indicates Alzheimer's disease-related gene.

Supplementary Table S3. List of transcript clusters which exhibit significantly decreased expression in PS1^{FLNL} cells.

Transcript cluster ID	Gene symbol	p-value (PS1 ^{FLNL} vs Wild)	Fold change** (PS1 ^{FLNL} vs Wild type)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				PS1 ^{FLNL}	Wild type	PS1 ^{FLNL}	Wild type	
7981964	SNORD116-8	0.0079	-119.02	4.15	11.05	1.9	0.79	small nucleolar RNA, C/D box 116-8; small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9; small nucleolar RNA, C/D box 116-6
7981996	SNORD116-24	0.0188	-105.82	4.66	11.39	1.61	1.75	small nucleolar RNA, C/D box 116-24
7983829	SNORA23	0.0115	-83.38	4.59	10.97	1.89	0.85	small nucleolar RNA, H/ACA box 23
7981953	SNORD116-3	0.0117	-79.96	5.08	11.4	2.01	0.87	small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9; small nucleolar RNA, C/D box 116-5; small nucleolar RNA, C/D box 116-7; small nucleolar RNA, C/D box 116-8
7981978	SNORD116-15	0.0247	-75.92	6.66	12.91	1.81	1.31	small nucleolar RNA, C/D box 116-15
7981982	SNORD116-19	0.0315	-56.56	6.23	12.06	1.7	1.36	small nucleolar RNA, C/D box 116-19; small nucleolar RNA, C/D box 116-17; small nucleolar RNA, C/D box 116-20; small nucleolar RNA, C/D box 116-21; small nucleolar RNA, C/D box 116 cluster; small nucleolar ribonucleoprotein polypeptide N; small nucleolar RNA, C/D box 116-15; small nucleolar RNA, C/D box 116-18; small nucleolar RNA, C/D box 116-18; small nucleolar RNA, C/D box 116-22; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-4; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nucleolar RNA, C/D box 116-14
8175531	CDR1	0.0144	-52.81	4.89	10.61	1.86	0.68	cerebellar degeneration-related protein 1, 34kDa
7981958	SNORD116-5	0.0080	-51.44	4.51	10.2	1.62	1.09	small nucleolar RNA, C/D box 116-5; small nucleolar RNA, C/D box 116-7; small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9
7981988	SNORD116-20	0.0185	-43.46	6	11.44	1.38	1.59	small nucleolar RNA, C/D box 116-20; small nucleolar RNA, C/D box 116-19; small nucleolar RNA, C/D box 116-17; small nucleolar RNA, C/D box 116 cluster
7981976	SNORD116-14	0.0461	-42.25	6.08	11.48	1.86	1.91	small nucleolar RNA, C/D box 116-14; small nucleolar ribonucleoprotein polypeptide N
8047926	MAP2	0.0065	-40.09	4.41	9.74	1.31	0.75	microtubule-associated protein 2
8077366	LRRN1	0.0089	-39.20	3.66	8.95	0.82	1.25	leucine rich repeat neuronal 1
7925525	CEP170	0.0073	-38.81	3.69	8.97	0.83	1.29	centrosomal protein 170kDa; centrosomal protein 170kDa pseudogene 1
8154305	SELT	0.0246	-37.24	3.35	8.57	1.96	0.45	selenoprotein T
7897801	RNU5E-1	0.0127	-32.77	6.24	11.28	1.04	1.45	RNA, U5E small nuclear 1
7930208	INA	0.0007	-30.91	5.29	10.24	0.67	0.63	interneuron neuronal intermediate filament protein, alpha
8147030	STMN2	0.0005	-29.69	5.56	10.45	0.19	0.82	stathmin 2
7981960	SNORD116-6	0.0032	-29.11	3.77	8.64	0.73	1.06	small nucleolar RNA, C/D box 116-6
8019930	MYL12B	0.0260	-27.90	3.98	8.79	1.87	0.49	myosin, light chain 12B, regulatory
7899480	SNORA73A	0.0473	-26.67	5.69	10.43	1.93	1.22	small nucleolar RNA, H/ACA box 73A; small nucleolar RNA host gene 3 (non-protein coding)
7981998	SNORD116-25	0.0041	-26.06	3.64	8.35	0.38	1.3	small nucleolar RNA, C/D box 116-25
7981994	SNORD116-23	0.0070	-25.22	4.16	8.81	0.97	0.93	small nucleolar RNA, C/D box 116-23
8135544	FOX2P	0.0073	-25.04	3.13	7.78	0.71	1.03	forkhead box P2
8062395	NNAT	0.0044	-24.60	5.98	10.6	1.02	0.63	neuronal
8049961	FBXO25	0.0040	-23.70	2.28	6.85	0.44	1.11	F-box protein 25; uncharacterized LOC728323
7981955	SNORD116-4	0.0157	-23.70	4.35	8.91	0.97	1.42	small nucleolar RNA, C/D box 116-4; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-22; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nucleolar ribonucleoprotein polypeptide N
8012110	GABARAP	0.0222	-23.52	5.59	10.15	1.53	0.52	GABA(A) receptor-associated protein
7954104	ATF7IP	0.0111	-23.44	4.07	8.62	0.9	1.01	activating transcription factor 7 interacting protein
7981949	SNORD116-1	0.0074	-22.95	4.52	9.05	1.22	1	small nucleolar RNA, C/D box 116-1
8086752	SNORD13P3	0.0308	-22.63	5.54	10.04	1.57	1.25	small nucleolar RNA, C/D box 13 pseudogene 3
8000217	SMG1	0.0054	-22.52	5.14	9.64	0.91	0.84	SMG1 phosphatidylinositol 3-kinase-related kinase; SMG1 pseudogene 5; SMG1 pseudogene 2; SMG1 pseudogene 1; SMG1 pseudogene 3; serine/threonine-protein kinase SMG1-like; boA family member 2; solute carrier family 7 (amino acid transporter light chain, L system), member 5 pseudogene 1; putative L-type amino acid transporter 1-like protein IMAA-like; SMG1 pseudogene 7
8157890	PBX3	0.0009	-22.35	5.22	9.7	0.31	0.73	pre-B-cell leukemia homeobox 3
7981990	SNORD116-21	0.0077	-22.17	3.43	7.9	1.32	0.19	small nucleolar RNA, C/D box 116-21; small nucleolar RNA, C/D box 116-19; small nucleolar RNA, C/D box 116-17; small nucleolar RNA, C/D box 116-20; small nucleolar RNA, C/D box 116 cluster
7982084	SNORD115-1	0.0083	-22.06	5.34	9.8	1.23	0.84	small nucleolar RNA, C/D box 115-1; small nucleolar RNA, C/D box 115-5; small nucleolar RNA, C/D box 115-9; small nucleolar RNA, C/D box 115-11; small nucleolar RNA, C/D box 115-12; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 115-16; small nucleolar RNA, C/D box 115-22; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 115-29; small nucleolar RNA, C/D box 115-36; small nucleolar RNA, C/D box 115-39; small nucleolar RNA, C/D box 115-40; small nucleolar RNA, C/D box 115-41; small nucleolar RNA, C/D box 115-43; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-4; small nucleolar RNA, C/D box 116-22; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nucleolar ribonucleoprotein polypeptide N; small nucleolar RNA, C/D box 115-4; small nucleolar RNA, C/D box 115-6; small nucleolar RNA, C/D box 115-8; small nucleolar RNA, C/D box 115-10; small nucleolar RNA, C/D box 115-14; small nucleolar RNA, C/D box 115-15; small nucleolar RNA, C/D box 115-20; small nucleolar RNA, C/D box 115-21; small nucleolar RNA, C/D box 115-34; small nucleolar RNA, C/D box 115-38; small nucleolar RNA, C/D box 115-42; small nucleolar RNA, C/D box 115-44; small nucleolar RNA, C/D box 115-24; small nucleolar RNA, C/D box 115-3; small nucleolar RNA, C/D box 115-17; small nucleolar RNA, C/D box 115-18; small nucleolar RNA, C/D box 115-19; small nucleolar RNA, C/D box 115-25; small nucleolar RNA, C/D box 115-30
8146216	VDAC3	0.0198	-22.05	4.07	8.53	1.39	0.77	voltage-dependent anion channel 3
8134339	PEG10	0.0143	-21.77	6.52	10.97	1.34	0.76	paternally expressed 10
7941272	MALAT1	0.0116	-21.75	6.78	11.22	1.44	0.62	metastasis associated lung adenocarcinoma transcript 1 (non-protein coding)
8055476	YWHAE	0.0021	-21.63	5.61	10.04	0.97	0.48	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon; tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon pseudogene 5
8101212	CCNI	0.0090	-21.38	5.55	9.97	1.21	0.74	cyclin I
8060503	SNORD57	0.0026	-21.28	5.39	9.8	0.66	0.79	small nucleolar RNA, C/D box 57; NOP56 ribonucleoprotein; small nucleolar RNA, C/D box 86; small nucleolar RNA, C/D box 110; microRNA 1292
8007228	ATP6V0A1	0.0051	-21.07	4.14	8.53	0.79	0.93	ATPase, H ⁺ transporting, lysosomal V0 subunit a1
7903092	FNBP1L	0.0048	-20.80	4.3	8.68	0.69	1.01	formin binding protein 1-like
8112940	SSBP2	0.0080	-20.78	5.25	9.63	0.77	0.92	single-stranded DNA binding protein 2
8174543	DCX	0.0047	-20.49	5.89	10.24	0.87	0.99	doublecortin
8177858	TUBB	0.0151	-20.25	6.13	10.47	1.3	0.86	tubulin, beta class I; tubulin, beta pseudogene 1
8135277	KMT2E	0.0042	-19.92	4.2	8.51	0.15	1.15	lysine (K)-specific methyltransferase 2E
8113073	ARRDC3	0.0058	-19.71	4.53	8.83	0.29	1.14	arrestin domain containing 3
8074925	GUSBP2	0.0099	-19.55	4.83	9.12	0.95	0.96	glucuronidase, beta pseudogene 2; glucuronidase, beta pseudogene; glucuronidase, beta pseudogene 11; glucuronidase, beta pseudogene 1; glucuronidase, beta pseudogene 4; beta-glucuronidase-like protein SMA4-like; glucuronidase, beta pseudogene 9; glucuronidase, beta; uncharacterized LOC102725134
8094778	UCHL1	0.0178	-19.07	4.81	9.07	1.45	0.5	ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase)
7965467	RPL41	0.0356	-19.06	6.14	10.39	1.85	0.17	ribosomal protein L41; ribosomal protein L41 pseudogene 1; ribosomal protein L41 pseudogene 2
7975989	SLRP	0.0288	-18.91	4.45	8.69	1.63	0.36	SRA stem-loop interacting RNA binding protein
8052269	CCDC88A	0.0119	-18.83	3.93	8.16	0.09	1.38	coiled-coil domain containing 88A
7913869	STMN1	0.0013	-18.80	4.69	8.93	0.6	0.5	stathmin 1
8169389	PAK3	0.0013	-18.74	4.53	8.76	0.39	0.84	p21 protein (Cdc42/Rac)-activated kinase 3
8026875	SNORA68	0.0023	-18.71	5.43	9.66	0.39	1	small nucleolar RNA, H/ACA box 68; ribosomal protein L18a
8086077	CLASP2	0.0030	-18.59	4.58	8.8	0.16	1.03	cytoplasmic linker associated protein 2
8091446	PFN2	0.0062	-18.51	4.43	8.64	0.91	0.87	profilin 2
8110522	CANX	0.0254	-18.24	5.8	9.99	1.45	0.86	calnexin
7947274	MPPED2	0.0022	-18.21	5.12	9.3	0.37	0.85	metallophosphoesterase domain containing 2
8098195	MSMO1	0.0081	-18.12	4.08	8.26	1.05	0.83	methylsterol monooxygenase 1
8052010	CALM1	0.0262	-17.95	4.11	8.28	1.55	0.86	calmodulin 1 (phosphorylase kinase, delta); calmodulin 2 (phosphorylase kinase, delta); calmodulin 3 (phosphorylase kinase, delta)
7963054	TUBA1A	0.0125	-17.71	5.7	9.85	1.3	0.41	tubulin, alpha 1a
7948894	RNU2-2P	0.0338	-17.68	5.73	9.87	1.13	1.49	RNA, U2 small nuclear 2, pseudogene; RNA, U2 small nuclear 1; WD repeat domain 74; RNA, U2 small nuclear 36, pseudogene

Supplementary Table S3. (continued)

Transcript cluster ID	Gene symbol	p-value (PS1 _{WT} , vs Wild)	Fold change** (PS1 _{WT} , vs Wild type)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				PS1 _{WT}	Wild type	PS1 _{WT}	Wild type	
8166784	TSPAN7	0.0140	-17.48	5.13	9.26	1.01	0.92	tetraspanin 7
7979864	ERH	0.0130	-17.27	5	9.11	1.18	0.69	enhancer of rudimentary homolog (Drosophila)
7982094	SNORD115-44	0.0177	-16.93	3	7.08	1.04	1.17	small nucleolar RNA, C/D box 115-44
8133106	SNORA22	0.0035	-16.81	5.1	9.17	0.28	1.12	small nucleolar RNA, H/ACA box 22
7943160	SCARNA9	0.0005	-16.80	3.18	7.25	0.5	0.54	small Cajal body-specific RNA 9; small Cajal body-specific RNA 9-like
8056909	ATF2	0.0041	-16.61	4.43	8.48	0.23	1	activating transcription factor 2
7965048	NAP1L1	0.0017	-16.47	4.1	8.14	0.52	0.62	nucleosome assembly protein 1-like 1
7969533	SLAIN1	0.0055	-16.32	4.57	8.6	0.5	0.97	SLAIN motif family, member 1
7957338	SYT1	0.0023	-16.11	5.33	9.34	0.53	0.9	synaptotagmin I
7944656	SC5D	0.0085	-16.03	4.13	8.14	0.22	1.31	sterol-C5-desaturase
8021245	DCC	0.0182	-15.82	4.85	8.83	0.88	1.19	DCC netrin 1 receptor
8073548	SEPT3	0.0023	-15.70	5.49	9.46	0.49	0.76	septin 3
8109697	CCNG1	0.0039	-15.63	4.46	8.42	0.18	0.96	cyclin G1
8053834	ANKRD36C	0.0425	-15.57	4.21	8.17	1.18	1.54	ankyrin repeat domain 36C; ankyrin repeat domain 36; ankyrin repeat domain 36B
8021376	NEDD4L	0.0049	-15.54	4.35	8.31	0.22	1.05	neural precursor cell expressed, developmentally down-regulated 4-like, E3 ubiquitin protein ligase
7976598	PAPOLA	0.0330	-15.52	4.21	8.16	1.21	1.2	poly(A) polymerase alpha
8062880	YWHAH	0.0040	-15.25	4.76	8.69	0.32	1.04	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta versican
8106743	VCAN	0.0051	-15.19	4.3	8.23	0.23	1.13	versican
7918825	CSDE1	0.0221	-15.18	5.18	9.1	1.54	0.96	cold shock domain containing E1, RNA-binding
8152096	YWHAZ	0.0102	-15.12	5.57	9.49	0.91	0.9	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta; tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta pseudogene 3
8145793	SNORD13	0.0141	-15.06	6.45	10.37	1.18	1.13	small nucleolar RNA, C/D box 13
8091778	SCARNA7	0.0000	-15.01	4.12	8.02	0.14	0.33	small Cajal body-specific RNA 7
7946610	EIF4G2	0.0010	-14.96	5.36	9.26	0.19	0.75	eukaryotic translation initiation factor 4 gamma, 2
8047538	BNIP2R	0.0137	-14.80	4.56	8.44	0.46	1.38	bone morphogenetic protein receptor, type II (serine/threonine kinase)
7982000	SNORD116-26	0.0161	-14.64	5.2	9.07	0.88	1.42	small nucleolar RNA, C/D box 116-26
8133688	SNORA14A	0.0078	-14.58	4.39	8.25	0.44	1.05	small nucleolar RNA, H/ACA box 14A
7905329	MLLT11	0.0096	-14.55	7.04	10.9	1.01	0.69	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 11
7982058	SNORD115-5	0.0048	-14.53	5.31	9.17	0.91	0.75	small nucleolar RNA, C/D box 115-5; small nucleolar RNA, C/D box 115-9; small nucleolar RNA, C/D box 115-11; small nucleolar RNA, C/D box 115-12; small nucleolar RNA, C/D box 115-22; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 115-29; small nucleolar RNA, C/D box 115-36; small nucleolar RNA, C/D box 115-43; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-4; small nucleolar RNA, C/D box 116-22; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nuclear ribonucleoprotein polypeptide N; small nucleolar RNA, C/D box 115-1; small nucleolar RNA, C/D box 115-3; small nucleolar RNA, C/D box 115-15; small nucleolar RNA, C/D box 115-16; small nucleolar RNA, C/D box 115-17; small nucleolar RNA, C/D box 115-18; small nucleolar RNA, C/D box 115-19; small nucleolar RNA, C/D box 115-20; small nucleolar RNA, C/D box 115-21; small nucleolar RNA, C/D box 115-25; small nucleolar RNA, C/D box 115-39; small nucleolar RNA, C/D box 115-40; small nucleolar RNA, C/D box 115-41; small nucleolar RNA, C/D box 115-44; small nucleolar RNA, C/D box 115-4; small nucleolar RNA, C/D box 115-6; small nucleolar RNA, C/D box 115-8; small nucleolar RNA, C/D box 115-10; small nucleolar RNA, C/D box 115-14; small nucleolar RNA, C/D box 115-30; small nucleolar RNA, C/D box 115-31; small nucleolar RNA, C/D box 115-34; small nucleolar RNA, C/D box 115-38; small nucleolar RNA, C/D box 115-42; small nucleolar RNA, C/D box 115-24
8099982	APBB2	0.0317	-14.51	4.1	7.96	0.66	1.34	amyloid beta (A4) precursor protein-binding, family B, member 2
8178298	GABBR1	0.0015	-14.42	4.16	8.01	0.29	0.8	gamma-aminobutyric acid (GABA) B receptor, 1
8170891	GDI1	0.0130	-14.36	6.09	9.94	1.27	0.81	GDP dissociation inhibitor 1
7911619	GNB1	0.0038	-14.16	5.86	9.68	0.68	0.71	guanine nucleotide binding protein (G protein), beta polypeptide 1
8130578	SNORA20	0.0094	-14.12	4.82	8.64	0.09	1.34	small nucleolar RNA, H/ACA box 20
8005785	WSB1	0.0031	-14.11	4.84	8.65	0.29	1.02	WD repeat and SOCS box containing 1
8106280	HMGCR	0.0060	-14.03	4.35	8.16	0.31	1.01	3-hydroxy-3-methylglutaryl-CoA reductase
8147503	LAPTM4B	0.0018	-14.02	4.85	8.66	0.78	0.42	lysosomal protein transmembrane 4 beta
8052526	XPO1	0.0073	-13.96	3.93	7.74	0.27	1.02	exportin 1
8113504	NREP	0.0005	-13.78	6.16	9.94	0.11	0.61	neuronal regeneration related protein
8160011	KIAA2026	0.0096	-13.75	4.82	8.6	0.34	1.18	KIAA2026
8001197	NETO2	0.0356	-13.69	4.52	8.3	0.36	1.57	neuropilin (NRP) and toll-like 2
8024436	OAZ1	0.0048	-13.65	5.38	9.15	0.92	0.57	ornithine decarboxylase antizyme 1
7906081	SYT11	0.0117	-13.61	4.41	8.18	0.88	0.9	synaptotagmin XI
8052204	RTN4	0.0169	-13.60	4.28	8.05	1.29	0.85	reticulin 4
8073799	ATXN10	0.0042	-13.59	4.58	8.34	0.71	0.69	ataxin 10
7995739	GNAO1	0.0036	-13.50	5.56	9.32	0.29	0.87	guanine nucleotide binding protein (G protein), alpha activating activity polypeptide O
7984453	PIAS1	0.0077	-13.48	5.39	9.14	0.62	0.99	protein inhibitor of activated STAT, 1
8083233	ZIC1	0.0025	-13.46	5.09	8.84	0.34	0.9	Zic family member 1
8004497	EIF4A1	0.0147	-13.31	4.37	8.11	1.33	0.47	eukaryotic translation initiation factor 4A1; SENP3-EIF4A1 readthrough (NMD candidate); small nucleolar RNA, H/ACA box 67; small nucleolar RNA, H/ACA box 48; small nucleolar RNA, C/D box 10; uncharacterized LOC101928634
8046306	GORASP2	0.0363	-13.28	4.13	7.87	1.11	0.93	golgi reassembly stacking protein 2, 55kDa
7963750	CBX5	0.0080	-13.21	4.88	8.6	0.47	1.2	chromobox homolog 5
7946815	PIK3C2A	0.0246	-13.12	4.11	7.83	0.05	1.43	phosphatidylinositol-4-phosphate 3-kinase, catalytic subunit type 2 alpha
8156905	SANTD3-TMEFF	0.0030	-13.09	5.28	8.99	0.63	0.72	MSANTD3-TMEFF1 readthrough; transmembrane protein with EGF-like and two follistatin-like domains 1
8094948	SLAIN2	0.0180	-13.02	4.42	8.12	1.05	0.89	SLAIN motif family, member 2
7947338	PAX6	0.0103	-12.85	4.88	8.56	0.74	0.93	paired box 6
7973850	AKAP6	0.0082	-12.80	4.63	8.31	0.42	1	A kinase (PRKA) anchor protein 6
8179595	GABBR1	0.0014	-12.79	4.26	7.94	0.13	0.79	gamma-aminobutyric acid (GABA) B receptor, 1
8114030	KIF3A	0.0305	-12.70	3.6	7.27	0.49	1.31	kinesin family member 3A
8030362	SNORD33	0.0019	-12.68	6.2	9.87	0.51	0.77	small nucleolar RNA, C/D box 33; ribosomal protein L13a; small nucleolar RNA, C/D box 35A; small nucleolar RNA, C/D box 34; small nucleolar RNA, C/D box 32A
8172158	CASK	0.0057	-12.65	4.88	8.54	0.56	1.12	calcium/calmodulin-dependent serine protein kinase (MAGUK family)
8169617	PGRMC1	0.0012	-12.65	5.21	8.87	0.26	0.72	progesterone receptor membrane component 1
7932911	KIF5B	0.0076	-12.63	5.06	8.72	0.39	1.01	kinesin family member 5B
7958130	HSP90B1	0.0030	-12.58	5.19	8.84	0.24	0.95	heat shock protein 90kDa beta (Grp94), member 1; microRNA 3652
7969796	TM9SF2	0.0091	-12.58	5.03	8.68	0.87	1.25	transmembrane 9 superfamily member 2
7903188	PTBP2	0.0065	-12.55	4.46	8.11	0.33	1.08	polypyrimidine tract binding protein 2
7897561	KIF1B	0.0085	-12.50	4.94	8.59	0.23	1.09	kinesin family member 1B
8072407	TUG1	0.0024	-12.43	5.27	8.91	0.09	0.9	taurine up-regulated 1 (non-protein coding)
7962537	SLC38A2	0.0306	-12.42	4.14	7.77	0.91	1.24	solute carrier family 38, member 2
8116520	GNB2L1	0.0248	-12.39	6.94	10.57	1.23	0.46	guanine nucleotide binding protein (G protein), beta polypeptide 2-like 1; small nucleolar RNA, C/D box 95; small nucleolar RNA, C/D box 96A
7932554	ARHGAP21	0.0157	-12.37	4.56	8.19	0.5	1.17	Rho GTPase activating protein 21
8104463	MARCH6	0.0049	-12.32	5.16	8.78	0.34	1	membrane-associated ring finger (C3HC4) 6, E3 ubiquitin protein ligase
8158372	SET	0.0040	-12.32	5.03	8.65	0.6	0.74	SET nuclear proto-oncogene; SET-like protein
8037079	ATP1A3	0.0050	-12.31	5.85	9.47	0.8	0.81	ATPase, Na ⁺ /K ⁺ transporting, alpha 3 polypeptide; uncharacterized LOC101927137
8016832	MMD	0.0039	-12.30	4.09	7.71	0.56	0.74	monocyte to macrophage differentiation-associated
8155849	ANXA1	0.0064	-12.26	4.86	8.48	0.76	0.96	annexin A1
7920317	ILF2	0.0057	-12.26	4.99	8.61	0.36	0.96	interleukin enhancer binding factor 2
7977775	DAD1	0.0145	-12.23	6.24	9.85	1.13	0.59	defender against cell death 1
8111941	HMGCS1	0.0050	-12.20	4.74	8.35	0.47	0.88	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)
8175076	ZNF280C	0.0408	-12.19	3.86	7.46	0.34	1.53	zinc finger protein 280C
7907310	PRRC2C	0.0076	-12.16	5.23	8.83	0.48	0.9	proline-rich coiled-coil 2C
8048824	FSIP2	0.0151	-12.08	4.17	7.76	0.29	1.36	fibrous sheath interacting protein 2
8106098	MAP1B	0.0077	-12.08	7.13	10.72	0.77	0.8	microtubule-associated protein 1B
7950731	PRCP	0.0336	-12.06	4.01	7.6	0.73	1.16	prolylcarboxypeptidase (angiotensinase C)
7982006	SNORD116-29	0.0010	-12.05	3.74	7.34	0.33	0.69	small nucleolar RNA, C/D box 116-29
8017634	DDX5	0.0086	-12.02	4.73	8.32	0.82	0.85	DEAD (Asp-Glu-Ala-Asp) box helicase 5; microRNA 3064; microRNA 5047
7967900	ZMYM2	0.0077	-12.01	4.6	8.18	0.62	0.95	zinc finger, MYM-type 2

*Average raw expression level (log2) in Wild-type cells ~6.6. ** Fold change >12 with p <0.05 (unpaired t-test).

Gene symbols in red indicate Alzheimer's disease-related gene.

Supplementary Table S4. List of genes which were significantly enriched in cellular assembly and organization-related functions among those whose expression is significantly altered in PS1^{P117L} cells.

Functions annotation	p-value	Genes*	# Genes
Organization of cytoplasm	4.51E-06	ANXA1, ARHGAP21, ATXN10, CANX, CCDC88A, CEP170, CLASP2, DCC, DCX, FNBP1L, GABARAP, GDI1, GNAO1, GORASP2, INA, KIF3A, KIF5B, MAP1B, MAP2, PAK3, PAX6, PFN2, PIK3C2A, RTN4, SLAIN1, SLAIN2, STMN1, STMN2, SYT1, TUBB, UCHL1, XPO1	32
Organization of cytoskeleton	5.36E-06	ANXA1, ATXN10, CANX, CCDC88A, CEP170, CLASP2, DCC, DCX, FNBP1L, GABARAP, GDI1, GNAO1, INA, KIF3A, KIF5B, MAP1B, MAP2, PAK3, PAX6, PFN2, PIK3C2A, RTN4, SLAIN1, SLAIN2, STMN1, STMN2, SYT1, TUBB, UCHL1, XPO1	30
Microtubule dynamics	1.75E-06	ATXN10, CANX, CCDC88A, CEP170, CLASP2, DCC, DCX, FNBP1L, GABARAP, GDI1, GNAO1, KIF3A, KIF5B, MAP1B, MAP2, PAK3, PAX6, PFN2, PIK3C2A, RTN4, SLAIN1, SLAIN2, STMN1, STMN2, SYT1, TUBB, UCHL1, XPO1	28
Growth of neurites	5.54E-08	APBB2, CLASP2, DCC, DCX, EIF4G2, GNAO1, HMGCR, KIF3A, MAP1B, MAP2, NEDD4L, PFN2, RTN4, SET, STMN2, TUBA1A, VCAN, YWHAZ	18
Formation of cellular protrusions	1.09E-03	ATXN10, CCDC88A, CLASP2, DCC, DCX, FNBP1L, GDI1, GNAO1, KIF3A, KIF5B, MAP1B, MAP2, PAK3, PAX6, PFN2, RTN4, STMN1, UCHL1	18
Formation of plasma membrane projections	1.64E-05	ATXN10, CCDC88A, CLASP2, DCC, DCX, FNBP1L, GDI1, KIF3A, KIF5B, MAP1B, MAP2, PAK3, PAX6, PFN2, RTN4, STMN1, UCHL1	17
Outgrowth of neurites	2.29E-07	APBB2, DCC, DCX, EIF4G2, GNAO1, HMGCR, KIF3A, MAP1B, MAP2, PFN2, RTN4, SET, STMN2, TUBA1A, VCAN, YWHAZ	16
Neuritogenesis	4.71E-05	ATXN10, CCDC88A, CLASP2, DCC, DCX, FNBP1L, GDI1, KIF3A, MAP1B, MAP2, PAK3, PAX6, PFN2, RTN4, STMN1, UCHL1	16
Development of cytoplasm	8.30E-06	ANXA1, CLASP2, DCX, GDI1, GNAO1, GNB1, MAP1B, MAP2, PAK3, PFN2, SLAIN2, SLIRP, STMN1, STMN2, TUBB	15
Formation of cytoskeleton	1.34E-05	CLASP2, DCX, GDI1, GNAO1, GNB1, MAP1B, MAP2, PAK3, PFN2, SLAIN2, STMN1, STMN2, TUBB	13
Formation of filaments	2.61E-05	CLASP2, DCX, GNAO1, GNB1, INA, MAP1B, MAP2, PAK3, PFN2, SLAIN2, STMN1, STMN2, TUBB	13
Axonogenesis	9.86E-06	CLASP2, DCC, GDI1, MAP1B, MAP2, PAK3, PAX6, RTN4, STMN1, UCHL1	10
Organization of organelle	1.46E-02	ARHGAP21, CEP170, CLASP2, FNBP1L, GORASP2, INA, MALAT1, PAK3, SLAIN2, TUBB	10

*Functions in which more than 10 genes are enriched are listed.

Supplementary Table S5. List of genes in common between Group A and B shown in Supplementary Figure S8c.

Gene symbol	Fold change		Gene symbol	Fold change	
	PS1 _{P117L} vs<br>Wild type	AD vs<br>non-AD		PS1 _{P117L} vs<br>Wild type	AD vs<br>non-AD
<i>ARG2</i>	-6.12	-1.41	<i>NREP</i>	-13.78	-1.55
<i>ATP1A3</i>	-12.31	-1.50	<i>PI4KA</i>	-9.43	-1.55
<i>ATP2B1</i>	-8.60	-1.49	<i>R3HDM1</i>	-6.98	-1.46
<i>BCL11A</i>	-8.55	-1.90	<i>RAB3A</i>	-9.35	-1.49
<i>CADPS</i>	-6.20	-1.42	<i>RUNX1T1</i>	-9.35	-1.43
<i>CAP2</i>	-9.81	-1.52	<i>SCN2A</i>	-7.51	-1.53
<i>CHP1</i>	-6.19	-1.43	<i>SHC3</i>	-8.19	-1.45
<i>DCLK1</i>	-11.86	-1.41	<i>SNAP25</i>	-7.09	-1.60
<i>ENC1</i>	-6.37	-1.78	<i>SNAP91</i>	-7.53	-1.50
<i>GABRA3</i>	-6.86	-1.63	<i>STXBP1</i>	-11.79	-1.44
<i>GNG3</i>	-6.88	-1.59	<i>SYT4</i>	-6.78	-1.55
<i>GRIN2B</i>	-6.82	-1.87	<i>TAGLN3</i>	-6.68	-1.57
<i>INA</i>	-30.91	-1.56	<i>TMSB10/TMSB4X</i>	-8.56	-1.49
<i>MAPK9</i>	-6.99	-1.45	<i>TSPAN7</i>	-17.48	-1.52
<i>MLLT11</i>	-14.55	-1.50	<i>USMG5</i>	-9.98	-1.44
<i>NEDD4L</i>	-15.54	-1.50	<i>VAMP2</i>	-11.67	-1.41
<i>NLK</i>	-9.28	-1.57	<i>WASF1</i>	-7.31	-1.69
<i>NMNAT2</i>	-10.07	-1.46	<i>WDR47</i>	-7.39	-1.50
<i>NNAT</i>	-24.60	-1.54			

Gene symbols in red indicate Alzheimer's disease-related genes.

Supplementary Table S6. List of transcript clusters which exhibit significantly increased expression in PS1^{P117L}+rhTFAM cells.

Transcript cluster ID	Gene symbol	p-value<br>(PS1 ^{P117L} +rhTFAM<br>vs PS1 ^{P117L})	Fold change**<br>(PS1 ^{P117L} +rhTFAM<br>vs PS1 ^{P117L})	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				PS1 ^{P117L} +rhTFAM	PS1 ^{P117L}	PS1 ^{P117L} +rhTFAM	PS1 ^{P117L}	
7981964	SNORD116-8	0.02721	57.28	9.99	4.15	0.98	1.90	small nucleolar RNA, C/D box 116-8; small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9; small nucleolar RNA, C/D box 116-6
7981996	SNORD116-24	0.02923	46.42	10.20	4.66	1.24	1.61	small nucleolar RNA, C/D box 116-24
7981953	SNORD116-3	0.03553	40.27	10.41	5.08	0.96	2.01	small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9; small nucleolar RNA, C/D box 116-5; small nucleolar RNA, C/D box 116-7; small nucleolar RNA, C/D box 116-8
7981978	SNORD116-15	0.03876	35.72	11.82	6.66	0.98	1.81	small nucleolar RNA, C/D box 116-15
8154305	SELT	0.02694	31.26	8.32	3.35	0.49	1.96	selenoprotein T
7981958	SNORD116-5	0.02445	26.58	9.25	4.51	1.09	1.62	small nucleolar RNA, C/D box 116-5; small nucleolar RNA, C/D box 116-7; small nucleolar RNA, C/D box 116-3; small nucleolar RNA, C/D box 116-9
8019930	MYL12B	0.02658	26.35	8.70	3.98	0.13	1.87	myosin, light chain 12B, regulatory
8020110	RAB31	0.00691	25.55	9.22	4.55	0.05	1.32	RAB31, member RAS oncogene family
7981982	SNORD116-19	0.04514	25.10	10.88	6.23	0.87	1.70	small nucleolar RNA, C/D box 116-19; small nucleolar RNA, C/D box 116-17; small nucleolar RNA, C/D box 116-20; small nucleolar RNA, C/D box 116-21; small nucleolar RNA, C/D box 116 cluster; small nuclear ribonucleoprotein polypeptide N; small nucleolar RNA, C/D box 116-15; small nucleolar RNA, C/D box 116-16; small nucleolar RNA, C/D box 116-18; small nucleolar RNA, C/D box 116-22; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-4; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nucleolar RNA, C/D box 116-14
8171297	MID1	0.00279	24.84	9.50	4.86	0.23	1.10	midline 1
7981976	SNORD116-14	0.03755	22.72	10.58	6.08	0.94	1.86	small nucleolar RNA, C/D box 116-14; small nuclear ribonucleoprotein polypeptide N
7981988	SNORD116-20	0.01776	21.40	10.42	6.00	0.93	1.38	small nucleolar RNA, C/D box 116-20; small nucleolar RNA, C/D box 116-19; small nucleolar RNA, C/D box 116-17; small nucleolar RNA, C/D box 116-21; small nucleolar RNA, C/D box 116 cluster
8006433	CCL2	0.03491	20.95	10.73	6.34	0.16	1.84	chemokine (C-C motif) ligand 2
7975989	SLIRP	0.02341	20.32	8.79	4.45	0.34	1.63	SRA stem-loop interacting RNA binding protein
8141016	TFPI2	0.00195	20.00	9.83	5.51	0.32	0.94	tissue factor pathway inhibitor 2
8098195	MSMO1	0.00286	19.21	8.34	4.08	0.42	1.05	methylsterol monooxygenase 1
8086752	SNORD13P3	0.02063	17.80	9.69	5.54	0.75	1.57	small nucleolar RNA, C/D box 13 pseudogene 3
8034512	SNORD41	0.00604	17.64	8.27	4.13	1.01	0.71	small nucleolar RNA, C/D box 41
8111941	HMGCS1	0.00019	16.85	8.81	4.74	0.30	0.47	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)
7965467	RPL41	0.03931	16.83	10.22	6.14	0.05	1.85	ribosomal protein L41; ribosomal protein L41 pseudogene 1; ribosomal protein L41 pseudogene 2
8094778	UCHL1	0.01883	16.63	8.87	4.81	0.17	1.45	ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase)
8155849	ANXA1	0.00126	16.58	8.91	4.86	0.28	0.76	annexin A1
8132070	GARS	0.00053	16.58	8.36	4.31	0.34	0.57	glycyl-tRNA synthetase
7981960	SNORD116-6	0.02380	16.51	7.82	3.77	1.34	0.73	small nucleolar RNA, C/D box 116-6
8110522	CANX	0.01863	16.50	9.84	5.80	0.24	1.45	calnexin
8175531	CDR1	0.04618	16.09	8.90	4.89	0.69	1.86	cerebellar degeneration-related protein 1, 34kDa
8134339	PEG10	0.01358	16.02	10.52	6.52	0.10	1.34	paternally expressed 10
8102800	SLC7A11	0.00034	15.51	8.91	4.96	0.41	0.44	solute carrier family 7 (anionic amino acid transporter light chain, xc- system), member 11
8012110	GABARAP	0.02367	15.27	9.53	5.59	0.19	1.53	GABA(A) receptor-associated protein
8011011	YWHAE	0.01174	14.31	9.90	6.06	0.22	1.23	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon
8047926	MAP2	0.01543	14.30	8.25	4.41	0.08	1.31	microtubule-associated protein 2
7979864	ERH	0.01422	14.09	8.82	5.00	0.38	1.18	enhancer of rudimentary homolog (Drosophila)
8052010	CALM1	0.02110	14.06	7.93	4.11	0.58	1.55	calmodulin 1 (phosphorylase kinase, delta); calmodulin 2 (phosphorylase kinase, delta); calmodulin 3 (phosphorylase kinase, delta)
8002303	NQO1	0.00785	14.06	8.93	5.12	0.26	1.13	NAD(P)H dehydrogenase, quinone 1
8091446	PFN2	0.00343	13.98	8.23	4.43	0.16	0.91	profilin 2
7981949	SNORD116-1	0.04812	13.60	8.29	4.52	1.37	1.22	small nucleolar RNA, C/D box 116-1
7897620	PGD	0.00055	13.58	8.80	5.04	0.56	0.32	phosphogluconate dehydrogenase
8117995	TUBB	0.01560	13.49	9.88	6.13	0.15	1.30	tubulin, beta class I; tubulin, beta pseudogene 1
8114455	HSPA9	0.00130	13.08	8.16	4.45	0.20	0.71	heat shock 70kDa protein 9 (mortalin)
8027002	GDF15	0.00086	12.99	9.13	5.43	0.27	0.59	growth differentiation factor 15
8145793	SNORD13	0.00843	12.76	10.13	6.45	0.75	1.18	small nucleolar RNA, C/D box 13
7948894	RNU2-2P	0.03621	12.75	9.40	5.73	0.86	1.13	RNA, U2 small nuclear 2, pseudogene; RNA, U2 small nuclear 1; WD repeat domain 74; RNA, U2 small nuclear 36, pseudogene
8024436	OAZ1	0.00352	12.46	9.02	5.38	0.15	0.92	ornithine decarboxylase antizyme 1
7981955	SNORD116-4	0.03843	12.30	7.97	4.35	1.03	0.97	small nucleolar RNA, C/D box 116-4; imprinted in Prader-Willi syndrome (non-protein coding); small nucleolar RNA, C/D box 107; Prader-Willi/Angelman region RNA, SNRPN neighbor; small nucleolar RNA, C/D box 116-22; small nucleolar RNA, C/D box 115-7; small nucleolar RNA, C/D box 115-13; small nucleolar RNA, C/D box 115-26; small nucleolar RNA, C/D box 116-28; uncharacterized LOC101930404; small nuclear ribonucleoprotein polypeptide N
8116520	GNB2L1	0.01572	12.06	10.53	6.94	0.18	1.23	guanine nucleotide binding protein (G protein), beta polypeptide 2-like 1; small nucleolar RNA, C/D box 95; small nucleolar RNA, C/D box 96A
8115327	SPARC	0.00557	12.03	9.86	6.07	0.35	0.88	secreted protein, acidic, cysteine-rich (osteonectin)
7958174	TXNRD1	0.00413	11.73	8.12	4.56	0.56	0.76	thioredoxin reductase 1
8089062	CLDND1	0.00332	11.69	8.12	4.57	0.33	0.91	claudin domain containing 1
8064375	SRXN1	0.00670	11.64	7.95	4.41	0.72	0.68	sulfiredoxin 1
7963054	TUBA1A	0.02298	11.58	9.23	5.70	0.33	1.30	tubulin, alpha 1a
8124531	HIST1H3I	0.01933	11.57	8.69	5.16	0.03	1.28	histone cluster 1, H3i
7916843	GNG12	0.00323	11.51	8.08	4.55	0.52	0.70	guanine nucleotide binding protein (G protein), gamma 12
7897801	RNU5E-1	0.04806	11.50	9.77	6.24	1.00	1.04	RNA, U5E small nuclear 1
8146216	VDAC3	0.04767	11.46	7.58	4.07	0.89	1.39	voltage-dependent anion channel 3
7982117	GABRG3	0.00032	11.33	8.80	5.30	0.18	0.51	gamma-aminobutyric acid (GABA) A receptor, gamma 3
7981994	SNORD116-23	0.03416	11.24	7.65	4.16	0.91	0.97	small nucleolar RNA, C/D box 116-23
7938291	SNORA45A	0.04881	10.81	9.59	6.16	1.32	0.60	small nucleolar RNA, H/ACA box 45A; ribosomal protein L27a
7926368	VIM	0.01552	10.76	10.53	7.11	0.14	1.20	vimentin
8048847	AGFG1	0.00672	10.69	8.43	5.01	0.32	0.91	ArfGAP with FG repeats 1
8030362	SNORD33	0.01302	10.69	9.62	6.20	1.13	0.51	small nucleolar RNA, C/D box 33; ribosomal protein L13a; small nucleolar RNA, C/D box 35A; small nucleolar RNA, C/D box 34; small nucleolar RNA, C/D box 32A
8004497	EIF4A1	0.01647	10.61	7.78	4.37	0.31	1.33	eukaryotic translation initiation factor 4A1; SENP3-EIF4A1 readthrough (NMD candidate); small nucleolar RNA, H/ACA box 67; small nucleolar RNA, H/ACA box 48; small nucleolar RNA, C/D box 10; uncharacterized LOC101928634
8170009	FAM127A	0.00142	10.55	7.94	4.54	0.15	0.65	family with sequence similarity 127, member A
8094625	KLHL5	0.00997	10.51	7.68	4.29	0.60	0.99	kelch-like family member 5
8101212	CCNI	0.01353	10.42	8.93	5.55	0.10	1.21	cyclin I
7977775	DAD1	0.01282	10.42	9.62	6.24	0.32	1.13	defender against cell death 1
8172022	TMEM47	0.02015	10.35	8.98	5.61	0.18	1.34	transmembrane protein 47
7962537	SLC38A2	0.00677	10.19	7.49	4.14	0.43	0.91	solute carrier family 38, member 2
7945182	APLP2	0.00385	10.07	8.39	5.06	0.35	0.75	amyloid beta (A4) precursor-like protein 2
7911619	GNB1	0.00197	10.06	9.19	5.86	0.19	0.68	guanine nucleotide binding protein (G protein), beta polypeptide 1
8065325	RPS15AP1	0.02527	10.05	7.50	4.17	0.48	1.15	ribosomal protein S15a pseudogene 1
7987225	NOP10	0.00615	10.03	8.08	4.75	0.25	1.01	NOP10 ribonucleoprotein
7949410	MALAT1	0.00860	10.01	7.68	4.36	0.79	0.81	metastasis associated lung adenocarcinoma transcript 1 (non-protein coding)
7942586	RPS3	0.03247	10.01	9.45	6.13	0.37	1.33	ribosomal protein S3
7966135	CORO1C	0.00143	9.95	8.02	4.71	0.60	0.33	coronin, actin binding protein, 1C
8135774	PTPRZ1	0.00501	9.89	8.07	4.77	0.39	0.92	protein tyrosine phosphatase, receptor-type, Z polypeptide 1
8152096	YWHAZ	0.00578	9.88	8.88	5.57	0.24	0.91	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta; tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta pseudogene 3
7969003	ITM2B	0.00562	9.87	7.85	4.55	0.22	0.87	integral membrane protein 2B
8117054	CAP2	0.00217	9.86	7.92	4.62	0.17	0.67	CAP, adenylate cyclase-associated protein, 2 (yeast)
8074925	GUSBP2	0.01387	9.81	8.12	4.83	0.55	0.95	glucuronidase, beta pseudogene 2; glucuronidase, beta pseudogene; glucuronidase, beta pseudogene 11; glucuronidase, beta pseudogene 1; glucuronidase, beta pseudogene 4; beta-glucuronidase-like protein SMA4-like; glucuronidase, beta pseudogene 9; glucuronidase, beta; uncharacterized LOC102725134
8052204	RTN4	0.01269	9.79	7.57	4.28	0.27	1.29	reticulon 4

Supplementary Table S6. (continued)

Transcript cluster ID	Gene symbol	p-value<br>(PS1 _{P117L} +rhTFAM<br>vs PS1 _{P117L})	Fold change**<br>(PS1 _{P117L} +rhTFAM<br>vs PS1 _{P117L})	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				PS1 _{P117L} +rhTFAM	PS1 _{P117L}	PS1 _{P117L} +rhTFAM	PS1 _{P117L}	
7944656	**SC5D**	0.00030	9.79	7.43	4.13	0.45	0.22	sterol-C5-desaturase
8000217	SMG1	0.00603	9.75	8.43	5.14	0.32	0.91	SMG1 phosphatidylinositol 3-kinase-related kinase; SMG1 pseudogene 5; SMG1 pseudogene 2; SMG1 pseudogene 1; SMG1 pseudogene 3; serine/threonine-protein kinase SMG1-like; boIA family member 2; solute carrier family 7 (amino acid transporter light chain, L system), member 5 pseudogene 1; putative L-type amino acid transporter 1-like protein IMAA-like; SMG1 pseudogene 7
8168416	USMG5	0.00158	9.69	8.59	5.32	0.14	0.66	up-regulated during skeletal muscle growth 5 homolog (mouse); USMG5 pseudogene 1
8151935	RPL30	0.01914	9.66	9.31	6.04	0.02	1.46	ribosomal protein L30
7976598	PAPOLA	0.01952	9.61	7.47	4.21	0.22	1.21	poly(A) polymerase alpha
8166469	SAT1	0.00676	9.57	8.65	5.39	0.58	0.86	spermidine/spermine N1-acetyltransferase 1
8096301	SPP1	0.00909	9.52	9.25	6.00	0.38	0.94	secreted phosphoprotein 1
8106098	MAP1B	0.00288	9.51	10.38	7.13	0.14	0.77	microtubule-associated protein 1B
8119993	HSP90AB1	0.00477	9.40	8.58	5.35	0.18	0.85	heat shock protein 90kDa alpha (cytosolic), class B member 1
8017210	AP1S2	0.00780	9.30	7.61	4.39	0.32	1.17	adaptor-related protein complex 1, sigma 2 subunit; adaptor-related protein complex 1, sigma 2 subunit pseudogene
7912198	ENO1	0.00517	9.30	9.67	6.45	0.19	0.99	enolase 1, (alpha)
8058765	FN1	0.01374	9.28	8.21	5.00	0.20	1.04	fibronectin 1
7946610	EIF4G2	0.00003	9.24	8.57	5.36	0.19	0.19	eukaryotic translation initiation factor 4 gamma, 2
8082431	RAB7A	0.00349	9.24	9.34	6.13	0.31	0.84	RAB7A, member RAS oncogene family
7961693	LDHB	0.00021	9.23	8.87	5.67	0.16	0.44	lactate dehydrogenase B
7933084	NAMPT	0.00490	9.20	7.78	4.58	0.60	0.85	nicotinamide phosphoribosyltransferase; nicotinamide phosphoribosyltransferase-like
7988975	RPL11	0.01990	9.17	8.29	5.09	0.35	1.20	ribosomal protein L11
7929816	**SCD**	0.00088	9.17	9.09	5.90	0.15	0.58	stearoyl-CoA desaturase (delta-9-desaturase)
7964234	ATP5B	0.00640	9.13	9.27	6.08	0.17	1.04	ATP synthase, H+ transporting, mitochondrial F1 complex, beta polypeptide
8162047	HNRNPK	0.00160	9.11	7.79	4.60	0.07	0.72	heterogeneous nuclear ribonucleoprotein K
7981335	HSP90AA1	0.00046	9.10	8.93	5.75	0.48	0.29	heat shock protein 90kDa alpha (cytosolic), class A member 1
7996947	CYB5B	0.00672	9.07	7.64	4.46	0.38	0.89	cytochrome b5 type B (outer mitochondrial membrane)
8109750	RPLP0	0.00840	9.07	10.01	6.83	0.07	1.12	ribosomal protein, large, P0; ribosomal protein, large, P0 pseudogene 6
8111677	LIFR	0.00703	9.00	7.71	4.54	0.20	1.08	leukemia inhibitory factor receptor alpha
7909016	RPS17	0.01120	9.00	9.24	6.07	0.21	0.96	ribosomal protein S17
7920123	S100A10	0.00438	8.95	8.76	5.59	0.27	0.79	S100 calcium binding protein A10
8144669	**FDDT1**	0.00035	8.94	8.74	5.58	0.32	0.38	farnesyl-diphosphate farnesyltransferase 1
8131666	ITGB8	0.00136	8.93	8.58	5.43	0.37	0.51	integrin, beta 8
8146967	CRISPLD1	0.04611	8.92	7.10	3.94	0.80	1.26	cysteine-rich secretory protein LCCL domain containing 1
8060503	SNORD57	0.00309	8.90	8.55	5.39	0.54	0.66	small nucleolar RNA, C/D box 57; NOP56 ribonucleoprotein; small nucleolar RNA, C/D box 86; small nucleolar RNA, C/D box 110; microRNA 1292
8163185	**TXN**	0.00843	8.82	8.19	5.04	0.68	1.07	thioredoxin
7940565	FADS2	0.00251	8.79	8.73	5.59	0.18	0.80	fatty acid desaturase 2
7959023	MAP1LC3B2	0.00003	8.79	8.55	5.42	0.19	0.21	microtubule-associated protein 1 light chain 3 beta 2; microtubule-associated protein 1 light chain 3 beta
8076511	RPL5	0.01071	8.72	10.23	7.11	0.08	0.98	ribosomal protein L5; small nucleolar RNA, C/D box 21; ribosomal protein L5 pseudogene 34
7905329	MLLT11	0.01270	8.67	10.16	7.04	0.18	1.01	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 11
8018966	TIMP2	0.01109	8.63	8.24	5.13	0.23	1.01	TIMP metalloproteinase inhibitor 2; differential display clone 8
8061772	MAPRE1	0.00671	8.62	7.19	4.08	0.40	0.76	microtubule-associated protein, RP/EB family, member 1
8007228	ATP6V0A1	0.00598	8.60	7.24	4.14	0.47	0.79	ATPase, H+ transporting, lysosomal V0 subunit a1
7918825	CSD1	0.02334	8.58	8.28	5.18	0.32	1.54	cold shock domain containing E1, RNA-binding
7999468	LITAF	0.00005	8.58	8.35	5.25	0.27	0.12	lipopolysaccharide-induced TNF factor
8167069	UBA1	0.00088	8.56	8.47	5.37	0.21	0.51	ubiquitin-like modifier activating enzyme 1
8062880	YWHAB	0.00071	8.49	7.84	4.76	0.49	0.32	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta
7958130	HSP90B1	0.00061	8.46	8.27	5.19	0.47	0.24	heat shock protein 90kDa beta (Grp94), member 1; microRNA 3652
8178050	CSNK2B	0.00095	8.42	8.80	5.72	0.09	0.60	casein kinase 2, beta polypeptide
8158372	**SET**	0.00102	8.41	8.10	5.03	0.14	0.60	SET nuclear proto-oncogene; SET-like protein
8088339	ARF4	0.00030	8.40	7.88	4.80	0.01	0.45	ADP-ribosylation factor 4
8113469	PJA2	0.00062	8.36	7.62	4.55	0.30	0.45	praja ring finger 2, E3 ubiquitin protein ligase
7911339	MT-TN	0.00768	8.33	10.37	7.32	0.20	0.87	mitochondrially encoded tRNA asparagine
8007141	EIF1	0.00529	8.27	10.16	7.11	0.29	0.82	eukaryotic translation initiation factor 1
8146550	SDCBP	0.00214	8.27	8.49	5.44	0.15	0.74	syndecan binding protein (syntenin)
7968297	POMP	0.01679	8.25	7.79	4.74	0.21	1.10	proteasome maturation protein
7967563	UBC	0.01701	8.24	11.19	8.14	0.14	1.09	ubiquitin C
7910014	CNIH4	0.00036	8.21	6.98	3.95	0.30	0.31	cornichon family AMPA receptor auxiliary protein 4
8061114	DSTN	0.00184	8.10	6.87	3.85	0.41	0.67	desmin (actin depolymerizing factor)
7906061	SYT11	0.00837	8.04	7.42	4.41	0.61	0.68	synaptotagmin XI
8056734	TLK1	0.00514	8.04	7.34	4.33	0.26	0.80	tousled-like kinase 1
8102415	CAMK2D	0.00016	8.03	7.20	4.19	0.36	0.08	calcium/calmodulin-dependent protein kinase II delta
8008834	CLTC	0.00075	8.01	8.09	5.09	0.35	0.46	clathrin, heavy chain (Hc)

*Average raw expression level (log2) in PS1_{P117L}+rhTFAM cells >6.6. ** Fold change >8 with p <0.05 (unpaired t-test).

Gene symbols in red indicate Alzheimer's disease-related genes.

Supplementary Table S7. List of transcript clusteres which exhibit significantly increased expression in AD hippocampus.

Transcript cluster ID	Gene symbol	p-value<br>(AD vs non-AD)	Fold change**<br>(AD vs non-AD)	Raw expression level (log2)*		Standard Deviation (log2)		Gene description
				AD	non-AD	AD	non-AD	
8155849	ANXA1	0.013106	2.91	10.77	9.23	0.87	0.73	annexin A1
7939341	CD44	0.016508	2.23	10.42	9.26	0.94	0.89	CD44 molecule (Indian blood group)
8013364	SLC47A2	0.009655	2.19	7.42	6.29	0.75	0.59	solute carrier family 47 (multidrug and toxin extrusion), member 2
7986350	ARRDC4	0.001075	2.13	10.05	8.96	0.73	0.29	arrestin domain containing 4
8166690	CHDC2	0.010639	2.10	7.45	6.38	0.86	0.57	calponin homology domain containing 2
7983523	RNU6-1014P	0.007630	2.06	7.57	6.53	0.84	0.56	RNA, U6 small nuclear 1014, pseudogene
8175666	GABRE	0.019813	2.02	8.18	7.16	0.74	0.52	gamma-aminobutyric acid (GABA) A receptor, epsilon; microRNA 224; microRNA 452
8132557	AEBP1	0.003424	1.99	9.78	8.79	0.72	0.32	AE binding protein 1
7907222	PRRX1	0.005844	1.88	8.83	7.93	0.68	0.38	paired related homeobox 1
7948167	APLNR	0.023326	1.87	10.43	9.53	0.89	0.62	apelin receptor
8162404	ECM2	0.010828	1.87	7.55	6.65	0.87	0.29	extracellular matrix protein 2, female organ and adipocyte specific
8135990	FLNC	0.031860	1.84	8.75	7.87	0.76	0.40	filamin C, gamma
8155707	TJP2	0.013743	1.81	10.24	9.39	0.74	0.41	tight junction protein 2
8169931	ARHGAP36	0.041393	1.80	7.99	7.14	1.16	0.32	Rho GTPase activating protein 36
8147516	MATN2	0.020150	1.80	8.86	8.02	0.53	0.34	matrilin 2; uncharacterized LOC100506558
7904726	TXNIP	0.011178	1.80	12.06	11.21	0.38	0.76	thioredoxin interacting protein
8089145	ABI3BP	0.026714	1.74	9.08	8.28	0.71	0.52	ABI family, member 3 (NESH) binding protein
8158431	PHYHD1	0.011705	1.74	10.48	9.67	0.63	0.34	phytanoyl-CoA dioxygenase domain containing 1
8172043	SRPX	0.025506	1.71	8.35	7.57	0.76	0.37	sushi-repeat containing protein, X-linked
8078155	GALNT15	0.001312	1.69	9.55	8.80	0.71	0.44	polypeptide N-acetylgalactosaminyltransferase 15
7954398	SPX	0.006870	1.68	8.94	8.19	0.60	0.29	spexin hormone
8091385	CP	0.045595	1.65	10.00	9.28	0.86	1.40	ceruloplasmin (ferroxidase)
7954090	EMP1	0.043753	1.65	9.31	8.59	0.74	0.76	epithelial membrane protein 1
8116921	EDN1	0.020688	1.64	8.23	7.51	0.54	0.37	endothelin 1
8121749	GJA1	0.008571	1.64	11.16	10.44	0.50	0.41	gap junction protein, alpha 1, 43kDa
8007454	RND2	0.008222	1.64	10.05	9.33	0.58	0.26	Rho family GTPase 2
8012837	PIRT	0.009119	1.63	8.65	7.94	0.78	0.32	phosphoinositide-interacting regulator of transient receptor potential channels
8179322	HSPA1A	0.039579	1.62	12.18	11.49	0.57	0.43	heat shock 70kDa protein 1A; heat shock 70kDa protein 1B; heat shock 70kDa protein 1-like

*Average raw expression level (log2) in non-AD >6.6. **Fold change >1.6 with p <0.05 (unpaired t-test).

Expression data from 7 AD hippocampus (NCBI GEO DATA sets: GSM907854-9807834) and 10 non-AD hippocampus (NCBI GEO DATA sets: GSM907861-907870) were reanalyzed using the Transcriptome Analysis Console 3.0 software (Affimetrix).

Supplementary Table S8. List of transcript clusters which exhibit significantly decreased expression in AD hippocampus.

How the deposited data were processed for this re-analysis (not part of the article)

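Hippocampal RNA of 3 ADh/WT and 3 ADh/hTFAMh male mice was measured on 1 Affymetrix Mouse Gene 1.0 ST array per mouse. Samples were assigned to groups from their labels, which match the paper. The labels call the samples biological replicates, and each came from its own mouse. The human neuron arrays of the paper were not analysed here.

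The authors deposited log2 gene-level estimates for 35556 transcript clusters. They made them from the scanner files with Transcriptome Analysis Console 3.0 according to the methods, and the submitters' processing notes name Affymetrix Expression Console. Background correction and scaling were thus done before deposit, by a method not given in the sources used here, and scanner files were not used here. In 477 clusters all 6 values equal those of an earlier cluster, so counts of clusters hold some values more than once. The first cluster that the platform annotation names is preceded by 6617 unnamed ones, which were kept in the tests.

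Gene symbols came from the platform annotation and were updated by Entrez identifier through a RefSeq table of assembly GRCm38.p6, in which 21698 of the 21789 clusters with 1 symbol were matched. No symbol changed by this step. No coordinates are given, since the build of the array annotation is not named. Where a gene had several clusters, the one that Supplementary Table S1 or S2 lists was taken, and otherwise the one with the highest mean.

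From the deposited values, differences between groups were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend, all clusters, 2.28 prior degrees of freedom) with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the paper, an unadjusted p under 0.05, 1.6-fold and a log2 level of 6.6, were applied to the same fit. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 against all clusters with 1 symbol, 1 cluster per gene. Of 33 lists, 31 had the 5 measured members required. Markers of red blood cells and mitochondrially encoded transcripts had 2 measured members each and were not tested. Group levels are given as mean ± SD.

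The lists, the tests, the rule for named genes and the other settings to try were fixed before the data were examined, but after Supplementary Tables S1 and S2 had been read. Named genes are those of Supplementary Tables S1 and S2, those of Fig. 4b, Tfam, the 10 largest differences in each direction among clusters with 1 symbol, an unadjusted p under 0.05, no overlap between groups and a mean log2 over 6.6 in the group where they are higher, and for each list up to 4 members with the smallest p. Other genes were named after their values were seen, which holds for Lum, Stxbp2 and Slc5a5.

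The other settings fixed at that time were the methods' unpaired test, an intensity trend with robust hyperparameters, a filter on dim clusters, centring on array medians, a further quantile normalization, array weights, the replicate number as a block, each mouse left out in turn, Tukey biweight levels, clusters with 1 symbol alone, camera with an estimated correlation, and fry. Settings chosen after the data were seen were the removal of the unnamed clusters before the first named one, this removal together with the methods' test and biweight levels, the choroid plexus level as a covariate, and the use of ADh/hTFAMh mouse 2 alone, where limma takes the lone mouse to vary like the ADh/WT mice. The estimated correlation was tried with the last 2 of these.

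The limma fit was tested on simulated data for 35556 clusters with the means and spreads of the 6 arrays. Of clusters changed 1.6-fold, 72% passed the adjusted threshold and 98% an unadjusted p under 0.05. Of those changed 2-fold, 92% passed the adjusted threshold, and of those changed 4-fold or 8-fold, 100% passed. Of the unchanged clusters, 5.01% had an unadjusted p under 0.05 and 12 clusters passed the adjusted threshold. Camera called the planted list of 20 clusters and 1 other list. The simulated mice varied independently from cluster to cluster, which real mice need not do. Real differences can also vary from mouse to mouse, so these shares are not the power for the real data. Ttr and Kcnj13, at 7.11-fold and 12.7-fold, had adjusted p-values of 0.333 and 0.337 from limma.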

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

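The test of Ttr beside the choroid plexus markers was chosen after the data were seen, and its bounds were written and reworded after its values were seen. The tests of choroid plexus and meningeal tissue, of scaling on Ttr and of other splits were fixed before, and that of scaling on all of Table S1 was added after.

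The choroid plexus markers that the paper does not list had a median log2 difference of 1.24 between ADh/hTFAMh and ADh/WT, a signal outside the genes that the paper discusses. The unlisted meningeal markers had a median of 0.32. These markers were higher along with the genes of Table S1, but the choroid plexus and meningeal lists differed in pattern across mice. A scaling difference left in the deposited values is argued against as the whole cause, since the median log2 difference of all clusters was 0.0014. Because the array medians were already close, centring on them could move little and adds little to this. With centring the Ttr difference was 2.815 (standard error 0.40), while the balance of all clusters moved. All 20 clusters of Table S1 stayed higher at an unadjusted p under 0.05 from limma. Scaling before deposit could not be examined. More choroid plexus tissue in the ADh/hTFAMh hippocampi is a candidate explanation for part of Table S1, because 26 of 26 unlisted markers were higher with a median of 1.24, above the 0.58 set in advance. More meningeal tissue stays open, since the median of 0.32 lay below that bound, and an effect of hTFAM on these tissues was not tested and stays open too.

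From the array RNA, whether Ttr rose beyond the choroid plexus share stays open as well. The paper also reports raised transthyretin protein by immunofluorescence, strongly in cortex and less so in hippocampus. In ADh/hTFAMh cortex it found the protein by western blot, and by staining mostly in cells positive for hTFAM. The arrays measured hippocampal RNA and do not test that protein evidence. On the linear scale, the excess of Ttr over ADh/WT in ADh/hTFAMh mouse 2 was 33.2% of that in mouse 3. For the 16 choroid plexus markers that the study does not list, with a log2 difference of 1 or more and a level over log2 6.6, it was 1.07% to 9.98%, and for the listed markers Kcnj13 and Slc13a4 10.96% and 30.23%, the second close to Ttr. In mouse 1 Ttr had 80.55%, where the 16 markers had 26.61% to 54.98% and Kcnj13 and Slc13a4 had 54.09% and 51.26%. A marker low in mouse 2 varies more within its group and so passes the study's unpaired test less easily. Taking only unlisted markers thus favours ones low in that mouse, so their range of 1.07% to 9.98% is partly set by the choice. Ttr in mouse 3 lay at percentile 99.921 of all clusters, where an array may compress differences. A further source of Ttr, this choice of markers and compression therefore cannot be told apart.

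The groups that follow are also signals in genes outside those that the paper discusses. Immediate early genes, which neurons induce on activity, were higher as a group by camera (adjusted p = 1.14e-09), and not with an estimated correlation (adjusted p = 0.406). Of 14, 13 were higher, 9 at an unadjusted p under 0.05 and 8 when adjusted over the list alone (median log2 difference 0.28). Egr2 had a difference of 0.76 (standard error 0.16), Nr4a1 0.49 (standard error 0.12), Npas4 0.31 (standard error 0.08) and Junb 0.26 (standard error 0.05). Per mouse the median of the list lay 0.37, 0.44 and 0.15 above the ADh/WT mean in the ADh/hTFAMh mice.

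Endothelial markers had a median log2 difference of 0.15, with 14 of 15 higher and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.000974, and adjusted p = 0.406 with an estimated correlation). Genes of the interferon response had a median of 0.11, with 14 of 15 higher and 3 at that threshold, Ifih1, Irf9 and Gbp3 (camera adjusted p = 0.00615, and adjusted p = 0.406 with an estimated correlation). Neocortex markers had a median of 0.14, with 10 of 13 higher and 1, Ccn2, at that threshold (camera adjusted p = 0.0222, and adjusted p = 0.612 with an estimated correlation). Genes of antioxidant defence had a median of 0.046, with 16 of 24 higher and 5 at that threshold, among them Sod1 and Gpx4 (camera adjusted p = 0.0266, and adjusted p = 0.612 with an estimated correlation), and 1 of the list is in Table S1. The call was lost without ADh/WT mouse 2 for neocortex and antioxidant defence, without ADh/hTFAMh mouse 1 for those and the interferon response, without ADh/WT mouse 1 for the interferon response, without ADh/hTFAMh mouse 2 for neocortex and without ADh/hTFAMh mouse 3 for antioxidant defence. With 1 mouse left out, the median lay between -0.005 and 0.084 for antioxidant defence and between 0.097 and 0.303 for neocortex. With the choroid plexus covariate, chosen after the data were seen, the calls of antioxidant defence (adjusted p = 0.823), the interferon response (adjusted p = 0.0529) and microglia (adjusted p = 0.108) were lost, and with mouse 2 alone that of antioxidant defence (adjusted p = 0.833). Their medians with the covariate were 0.037, 0.12 and -0.041, close to those without it, so these losses do not tie the interferon and microglia lists to choroid plexus content. For antioxidant defence this stays open, since its median was 0.014 with mouse 2 alone, and 0.068, 0.014 and 0.066 above the ADh/WT mean in ADh/hTFAMh mice 1, 2 and 3.

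Other splits of the 6 mice into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 3101 clusters at an unadjusted p under 0.05 and the highest other 2423, and at 1.6-fold or more it gave 375 and the highest other 190. In both counts 1 of 10 splits reached the real value. Past the adjusted threshold all 10 splits gave 0, the highest other being 0.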

How the results depend on the processing

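The settings chosen after the data were seen are the removal of the unnamed clusters before the first named one, alone or with the methods' test and biweight levels, the choroid plexus covariate, and ADh/hTFAMh mouse 2 alone, the last 2 also with an estimated correlation. Under the settings fixed before the data were examined the Ttr difference kept its sign and its side of the adjusted threshold, at 2.56 to 3.23. The cause of the changes given here was not tested, except that fewer clusters or mice enter some fits. Arrays give no count of molecules, so the level limit of log2 6.6 is the only guard against dim clusters.

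Clusters at an unadjusted p under 0.05 numbered 2064 with 1-symbol clusters alone, 2061 with the choroid plexus covariate and 1812 with mouse 2 alone. Those at 1.6-fold or more numbered 244 with the methods' test, 155 with the filter on dim clusters, 96 with 1-symbol clusters alone, 241 without the unnamed clusters and 166 with the methods' test and biweight levels besides. Annotated clusters higher in ADh/hTFAMh numbered 22 with the methods' test, 19 with that test, biweight levels and the unnamed clusters removed, 30 with mouse 2 alone and 29 to 97 with a mouse left out. Annotated clusters lower numbered 9 with 1-symbol clusters alone, most of the others belonging to several genes, and 50 with the covariate. Clusters past the adjusted threshold numbered 0 to 1 with a mouse left out. Lists higher numbered 0 by camera with an estimated correlation and 0 by fry, where lists lower also numbered 0 and 0, 4 with the covariate and 4 to 9 with a mouse left out. Lists lower numbered 5 with mouse 2 alone. With an estimated correlation besides, lists called numbered 0 with the covariate and 0 with mouse 2 alone.

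With the replicate number as a block (replicate block), 3324 clusters had an unadjusted p under 0.05 and 383 at 1.6-fold or more, 0 passed the adjusted threshold, and 7 lists were higher and 3 lower, all with the calls they had without it. The deviations of same-numbered mice correlated at 0.089, 0.037 and 0.047 across clusters, so the numbers are not taken to pair the mice, although all 6 samples correlated best with their own number. With the block the Ttr difference stayed at 2.83, at adjusted p = 0.41 from limma. Its standard error was 0.13, against 0.407 without the block. Ttr and Kcnj13 were lowest in mouse 2 and highest in mouse 3 of both groups. For these genes a link between same-numbered mice stays open.

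Directions turned only for results that did not pass their tests with all 6 mice by limma and camera as described. With the filter on dim clusters this held for disease-associated microglia (0.028). With quantile normalization this held for nuclear-encoded respiratory chain (-0.004), neuritogenesis genes (0.011). With array weights this held for mitochondrial DNA transcription and maintenance (0.015), neuritogenesis genes (0.036), mitochondrial stress response (0.032). With biweight levels this held for Alas2 (-0.006), COX2 (-0.029). With fry this held for disease-associated microglia (0.032), mitochondrial DNA transcription and maintenance (0.013). With biweight levels, the methods' test and the unnamed clusters removed this held for Alas2 (-0.006), COX2 (-0.029). With the choroid plexus covariate this held for Tekt1 (-0.038), COX2 (-0.067), Aph1a (-0.001), Ide (-0.006), Mthfd2 (0.027), Zfy1 (-0.12), Usp9y (0.289), ependymal cell (-0.212), disease-associated microglia (-0.021), astrocyte (0.023), GABAergic interneuron (0.053), mitochondrial DNA transcription and maintenance (0.041), APP processing (0.023), amyloid binding and clearance (-0.002), neuritogenesis genes (0.032), mitochondrial stress response (0.015). With mouse 2 alone this held for COX2 (-0.038), Ide (-0.009), Chac1 (0.011), Zfy1 (-0.055), Usp9y (0.251), ependymal cell (-0.124), disease-associated microglia (-0.02), GABAergic interneuron (0.002), APP processing (0.022), amyloid binding and clearance (0.018), neuritogenesis genes (0.023), predicted genes (0.017). The ependymal list passed camera as lower with the covariate (adjusted p = 2.19e-06) and with mouse 2 alone (adjusted p = 0.000558). With an estimated correlation it passed in neither (adjusted p = 0.458 and 0.645), and mouse 2 alone is an arm of 1 mouse. The values in brackets are log2 differences, medians for lists, and the direction of a list is that of its test. With a mouse left out the turned ones were Tfam (-0.15 to 0.054), Alas2 (-0.005 to 0.136), nuclear-encoded respiratory chain (-0.038 to 0.01), mitochondrial DNA transcription and maintenance (-0.017 to 0.041), neuritogenesis genes (-0.035 to 0.055), mitochondrial stress response (-0.029 to 0.019), COX2 (-0.023 to 0.056), Krebs cycle and pyruvate dehydrogenase (-0.015 to 0.038), adult neurogenesis (-0.089 to -0.008), predicted genes (-0.04 to 0.03), ependymal cell (-0.061 to 0.151), amyloid binding and clearance (-0.007 to 0.06), Zfy1 (-0.006 to 0.201), Usp9y (-0.314 to 0.016), disease-associated microglia (0.021 to 0.059), astrocyte (-0.04 to 0.018), GABAergic interneuron (-0.041 to 0.004).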

Differences from the paper's values

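The removal of the unnamed clusters before the first named one, alone or with the methods' test and biweight levels, was chosen after the values were seen. It was found by trying settings against the paper's counts, so its match to them is no independent check. The other settings named here were fixed before the data were examined.

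The paper gives 166 clusters with a difference of 1.6-fold or more at p under 0.05, and 375 were found with limma at the same thresholds. The methods' unpaired test gave 244 and the filter on dim clusters 155, both within 1.5 times the paper's 166. An intensity trend (397), centring (374), quantile normalization (364), array weights (386), the replicate block (383), biweight levels (368), clusters with 1 symbol (96) and each mouse left out (317 to 516) did not come within it. The paper's 166 and its 2565 clusters at p under 0.05 were reached exactly by the methods' test with biweight levels and with the 6617 unnamed clusters removed, a setting chosen after seeing the values, which calls 20 of 20 and 26 of 26 clusters in the copies of Tables S1 and S2 and so drops 0. With limma and all clusters 3101 had p under 0.05, within 1.5 times of 2565.

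The paper gives 22 annotated clusters higher in ADh/hTFAMh, and 57 were found with limma at the same thresholds. The methods' test gave 22, and refits without ADh/WT mouse 1, ADh/WT mouse 2 and ADh/hTFAMh mouse 1 gave 29, 31 and 33, all within 1.5 times of the paper's 22. An intensity trend (64), the filter on dim clusters (62), centring (53), quantile normalization (51), array weights (50), the replicate block (59), biweight levels (59), clusters with 1 symbol (65) and the fits without ADh/WT mouse 3 (47), ADh/hTFAMh mouse 2 (97) and ADh/hTFAMh mouse 3 (41) did not. The equal count of 22 is not the same set of clusters. Of the 20 clusters in the copy of Table S1, 17 reached 1.6-fold by the plain means used with that test. The methods' test with biweight levels and the unnamed clusters removed gave 19. What counts as annotated was taken as having a gene symbol, since the paper's text gives no rule. For clusters lower in ADh/hTFAMh the paper gives 20, and 29 were found.

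The paper names Slc1a1 and Gnas among lower genes of its network. Here Slc1a1 had a log2 difference of -0.12 and the cluster of Gnas and Gnasas1 one of -0.04, neither at an unadjusted p under 0.05 from limma, while Lpl, the other gene named as lower, had -0.77. Neither is in the copy of Table S2. Lepr, named as higher, had 0.96, at a mean level of 6.44 in ADh/hTFAMh, below the level limit of 6.6.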

Other observations

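The tests of multi-copy families and of genes on 1 chromosome were chosen after the data were seen, with bounds written and partly reworded after the test values were known, and the chromosome lists other than the one of 50 genes were added after its result.

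Genes of the thalamus and habenula, which border the hippocampus, included Slc17a6, a vesicular glutamate transporter gene, at a log2 difference of 0.68 (standard error 0.22), and Lef1 at 0.46 (standard error 0.10), while the list of 13 did not pass camera (median 0.037, adjusted p = 0.367). In the list of neocortex markers Tshz2 and Ccn2 had differences of 0.70 (standard error 0.31) and 0.53 (standard error 0.19). Of 20 genes that handle retinoids and thyroid hormone, 4 were higher and 1 lower at an unadjusted p under 0.05 from limma, with Ttr and Aldh1a2, which the study lists, and Crabp2 at 0.57 among the higher ones and Dio3, which inactivates thyroid hormone, at -0.28 (list adjusted p = 0.0591 from camera). Of 17 genes of disease-associated microglia, the cathepsin gene Ctsd and Cd63 were higher at that threshold, at 0.24 and 0.68, and Lpl was lower (list adjusted p = 0.915). Other lists that did not pass camera were synapse genes (23 measured, median -0.049, adjusted p = 0.14), the neuritogenesis genes of the human neuron part of the paper (15 measured, median 0.022, adjusted p = 0.915), the mitochondrial stress response (18 measured, median 0.008, adjusted p = 0.915), Krebs cycle genes (21 measured, median 0.005, adjusted p = 0.654), adult neurogenesis (12 measured, median -0.027, adjusted p = 0.667), astrocyte (17 measured, median -0.006, adjusted p = 0.655), ependymal (16 measured, median 0.057, adjusted p = 0.688), mural cell (12 measured, median 0.056, adjusted p = 0.265), interneuron (12 measured, median -0.026, adjusted p = 0.73) and dentate granule cell markers (10 measured, median -0.049, adjusted p = 0.127), single-copy genes of the Y chromosome (6 measured, median 0.078, adjusted p = 0.265), small RNA clusters (359 measured, median 0.01, adjusted p = 0.353) and predicted genes (484 measured, median 0.002, adjusted p = 0.915). The mitochondrial stress response, neuritogenesis, mitochondrial DNA maintenance and predicted-gene lists had medians above 0 while camera's direction was down. The red blood cell and mitochondrially encoded lists had 2 measured members each, Slc4a1 and Alas2 at 0.07 and 0.07, and ND3 and COX2 at -0.06 and 0.025.

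Clusters of multi-copy gene families were not tested as a group, and none passes an adjusted p under 0.05. Clusters with 1, 2 to 4, 5 to 9 and 10 or more symbols had median log2 differences of 0.001, -0.03, -0.068 and -0.192, and of those with 5 or more symbols 21 and 37 of 295 and 157 were lower at both unadjusted limits and 0 and 0 higher. They hold 254 and 124 distinct sets of values. A single variable locus as the whole cause is argued against, since the lower ones with 5 or more symbols lie on 4 chromosomes by the GRCm38.p6 table, 38 on Y, 12 on X, 7 on chromosome 5 and 1 on chromosome 14. A locus behind the 38 on Y alone was not tested and stays open. Also argued against is a shift of all clusters of that brightness, since 1-symbol clusters in the same level range had a median of 0.0111. More genomic DNA in the ADh/WT RNA stays open as a hypothesis, because the 1023 olfactory receptor clusters, which have next to no transcript in hippocampus, had a median of -0.0621 with quartiles of -0.148 and 0.0225, short of the bound of -0.1. No biological explanation was tested.

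Of the 5 genes with the smallest p from limma, 4 lie on 1 chromosome by the GRCm38.p6 table, Lpl, Stxbp2, Ocel1 and Slc5a5. They are not all neighbours, with 7 protein-coding genes between Slc5a5 and Ocel1, 71 between Lpl and Slc5a5, and Stxbp2 at place 13 along the chromosome against places 400 to 480 for the others. A candidate explanation is a chromosome segment of another origin that travels with the transgene. Among 10000 random lists, the share with as many genes on 1 chromosome was 0.0017 for 5 genes, 0.0027 for 10 and 0.0216 for 20, but 0.459 for 50, 0.422 for 100 and 0.888 for 200, so the hypothesis stays open. These lists count genes on a chromosome and do not measure nearness.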
